# *In vivo* and *in vitro* genome editing to explore GNE functions

**DOI:** 10.3389/fgeed.2022.930110

**Published:** 2022-09-27

**Authors:** Nili Ilouz, Avi Harazi, Miriam Guttman, Alon Daya, Shmuel Ruppo, Lena Yakovlev, Stella Mitrani-Rosenbaum

**Keywords:** GNE, GNE myopathy, Gne KO muscle cells, Gne tagged mouse, cell cycle, dna damage repair pathway, CRISPR/Cas9, multi-omics analyses

## Abstract

GNE myopathy is an adult onset neuromuscular disorder characterized by slowly progressive distal and proximal muscle weakness, caused by missense recessive mutations in the *GNE* gene. Although the encoded bifunctional enzyme is well known as the limiting factor in the biosynthesis of sialic acid, no clear mechanisms have been recognized to account for the muscle atrophic pathology, and novel functions for GNE have been hypothesized. Two major issues impair studies on this protein. First, the expression of the GNE protein is minimal in human and mice muscles and there is no reliable antibody to follow up endogenous expression. Second, no reliable animal model is available for the disease and cellular models from GNE myopathy patients’ muscle cells (expressing the mutated protein) are less informative than expected. In order to broaden our knowledge on GNE functions in muscle, we have taken advantage of the CRISPR/Cas9 method for genome editing to first, add a tag to the endogenous Gne gene in mouse, allowing the determination of the spatiotemporal expression of the protein in the organism, using well established and reliable antibodies against the specific tag. In addition we have generated a Gne knock out murine muscle cell lineage to identify the events resulting from the total lack of the protein. A thorough multi-omics analysis of both cellular systems including transcriptomics, proteomics, phosphoproteomics and ubiquitination, unraveled novel pathways for Gne, in particular its involvement in cell cycle control and in the DNA damage/repair pathways. The elucidation of fundamental mechanisms of Gne in normal muscle may contribute to the identification of the disrupted functions in GNE myopathy, thus, to the definition of novel biomarkers and possible therapeutic targets for this disease.

## 1 Introduction

GNE Myopathy is an adult onset neuromuscular disorder, characterized by slowly progressive distal and proximal muscle weakness, and a typical muscle pathology (Argov and Mitrani-Rosenbaum, 2010). This disorder results from recessive mutations in the *GNE* gene. The *GNE* gene encodes the UDP-*N*-acetylglucosamine 2-epimerase/*N*-acetylmannosamine kinase (UDP-GlcNAc 2-epimerase/ManNAc kinase, GNE), a 753 aa protein highly conserved in mammals. GNE consists of two functional domains, an N-terminal epimerase domain and a C-terminal kinase domain, which are the key enzymes in the biosynthesis pathway of sialic acid (Hinderlich et al., 1997; Effertz et al., 1999). Several mutation types have been reported in GNE myopathy patients, the vast majority being compound heterozygote missense mutations dispersed along the entire gene, both in the epimerase and in the kinase coding sequences, bi-allelic at either domain or combined. Although some cases of heterozygous null and missense mutations have been described, interestingly, no double null mutations have been reported to date in any GNE Myopathy patient. This observation is in line with the hypothesis that GNE is essential for embryonal development and supported by the fact that GNE knockout is embryonically lethal in mice at day E8.5 (Schwarzkopf et al., 2002). GNE is ubiquitously expressed in most tissues, but particularly in muscle the expression is very low. Although one report showed that marked GNE reduction does not occur in GNE Myopathy patients (Krause et al., 2007), the lack of reliable antibodies to detect endogenous expression that is very low in tissues strongly impairs the understanding of the localization and function of wild type and mutated proteins in muscle. At present, the pathophysiological pathway leading from *GNE* mutations to the muscle phenotype in GNE Myopathy is still unclear. The obvious hypothesis of impaired sialylation in patients’ muscle cells is still in debate. Some patients have reduced sialylation (general or of specific proteins) and others have not (Hinderlich et al., 2004; Noguchi et al., 2004; Saito et al., 2004; Salama et al., 2005; Broccolini et al., 2010; Sela et al., 2020). The established mouse models are also difficult to interpret. Hyposialylation was detected in the M743T knock-in mouse model (the founder mutation in the Middle Eastern cluster), which presents a severe renal phenotype (Galeano et al., 2007; Sela et al., 2013; Benyamini et al., 2020) but no symptoms in muscle. Although treatment with sialic acid or its metabolic precursors, e.g., ManNAc, could rescue (at least in part) the renal failure in these mice, the lack of renal involvement in GNE myopathy patients and the lack of muscle phenotype in these mice, hamper conclusions on GNE myopathy mechanism and treatment. Finally, a transgenic mouse overexpressing the human GNE epimerase D207V mutation, one of the prevalent mutations among Japanese patients, was generated on a Gne endogenous knock out background (Malicdan et al., 2007). These Gne^(−/−)^ hGNED207V-Tg mice were reported to show hyposialylation in most organs, and also muscle phenotype, that could be partly improved by administration of ManNAc, the product of the epimerase activity in the sialic acid pathway (Malicdan et al., 2009). However, this model was not consistent and is controversial (Crowe et al., 2022; Mitrani-Rosenbaum et al., 2022). All these failed attempts for generating a GNE Myopathy animal model strongly emphasize that the process by which GNE mutations lead to myopathy is certainly not well understood.

Some studies by us and others have pointed to possible novel functions of GNE in the cell (Wang et al., 2006; Amsili et al., 2008; Singh and Arya, 2016; Harazi et al., 2017). In particular we have described impaired apoptotic signaling in patients cells (Amsili et al., 2007; Harazi et al., 2015) and identified the subtle involvement of mitochondrial processes in GNE Myopathy pathophysiology by microarray studies of patients’ biopsies (Eisenberg et al., 2008). In addition, proteomic analysis identified the differentially expressed proteins as related mainly to ubiquitination, stress response, mitochondrial processes, cytoskeleton and sarcomere organization (Sela et al., 2011). However, the changes detected in these studies, performed on muscle cell cultures from patients carrying missense mutations, were very mild. Since the available GNE Myopathy *in vivo* mouse models and *in vitro* cell culture models are less informative than expected, additional models where the effect of GNE mutation could be more dramatic are needed to determine the function(s) of GNE specifically in muscle. In the present studies we describe the generation of a mouse lineage where a FLAG tag has been fused to the endogeneous *Gne* gene to allow the spatio temporal follow up of Gne protein in muscle. In addition, we have used the Crispr/Cas9 technology to establish muscle cells lineages knocked out for the *Gne* gene, in order to elucidate possible novel function(s) of GNE in muscle.

## 2 Materials and methods

### 2.1 Mice maintenance and follow up

Mice were maintained at the facilities of the Authority for Biological and Biomedical Models at the Faculty of Medicine of the Hebrew University of Jerusalem. All animal procedures were performed in accordance with institutional guidelines under protocols approved by the Institutional Committee for Animal Care of the Hebrew University-Hadassah Medical Center. The mice were followed up for general behavior and weight. At various time points mice were euthanized and different tissues were collected and fixed in 4% paraformaldehyde. Muscles (gastrocnemius, quadriceps, tibialis anterior) were snap frozen in liquid nitrogen cooled in isopentane and stored at −80°C till processing for tissue sections (8 μ) and H&E staining.

### 2.2 CRISPR Editing of the Gne Locus

To generate the *Gne* ^Flag^ mouse two gRNAs targeting the carboxi-terminus of the Gne gene were designed, using CrisprGold and IDT gRNA designer softwares, which minimize off target outcomes. The well-established crRNA:tracrRNA Crispr/Cas complex strategy was followed (*idtdna.com*). 

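Both crRNAs lie at the 3′ end of the coding sequence of Gne, which encodes the bifunctional UDP-GlcNAc 2-epimerase and ManNAc kinase of sialic acid synthesis. The gene is on the minus strand of chromosome 4 of GRCm38, from 44034075 to 44084177. The FLAG1 sequence TTCTGGACTACACAACGCGC matches the sense strand at positions 44037130 to 44037149, and the FLAG2 sequence CACAACGCGCAGGATCCACT at positions 44037120 to 44037139. Both matches are within exon 12, the last exon of the transcript Gne-201, and both are followed by the PAM AGG. With a Cas9 cut 3 bases from the PAM, FLAG1 cuts between positions 44037132 and 44037133, 12 bases before the stop codon, which spans 44037118 to 44037120. FLAG2 cuts between positions 44037122 and 44037123, 2 bases before the stop codon. The sense strand around FLAG1, with 20 bases on each side, reads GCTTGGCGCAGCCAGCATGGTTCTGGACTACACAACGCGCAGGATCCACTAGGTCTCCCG.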

Synthetic crRNA FLAG1 sequence TTC​TGG​ACT​ACA​CAA​CGC​GC and FLAG2 sequence CAC​AAC​GCG​CAG​GAT​CCA​CT were annealed with universal tracrRNA to generate the crRNA:tracrRNA complex. For HDR we designed a symmetrical, single-strand oligonucleotide donor containing the 3× FLAG sequence (ssODN; IDT Technologies) The ssODN was of the same strand of the gRNA to prevent hybridization of the two in the injected embryo. Approximately 200 CB6/F1 zygotes were microinjected with 0.61 μM guide RNA (cr + tracr complex), 0.3 μM Cas9 IDT protein and 15 ng/μl ssDNA FLAG donor. Viable 2-cell stage embryos were transferred to pseudopregnant CB6/F1 females. This procedure was performed at the Department of Veterinary Resources at the Weizmann Institute, Israel.

### 2.3 Gne^Flag^ Mouse genotyping

Four-week-old founder pups were ear punched and genomic DNA was extracted using a D-tail kit (Syntezza, United States). Each sample of extracted DNA (3 μl) was mixed with 9.5 μl nuclease-free-water, 12.5 μl Red Taq Mastermix (HighQu), and 1 μl each of primers 129SVF (5′ctg​gtg​atc​ctg​tct​gga​gtc​c 3′) and 129SVR (5′cac​tga​gct​gtc​tca​gca​gc 3′) flanking the C-terminus of Gne. PCR conditions were: 1 cycle at 95°C for 4 min., followed by 35 cycles at 95°C (30 s), 56°C (25 s), and 72°C (25 s), and a final 4-min. cycle at 72°C. Amplified products were sequenced and each positive founder mouse was backcrossed to assess germ line transmission.

### 2.4 Primary cell culture

Muscles samples of mice at various ages were cut into pieces and incubated in warm trypsin for 30 min at 37°C. After aggressive pipetting of the suspension, the supernatant was collected with the addition of 2% FCS, filtered through a 40 µ strainer, centrifuged and resuspended in DMEM supplemented with glutamine (2%), penicillin/streptomycin(1%) and 10% FCS. Cells were seeded on 10% matrigel precoated tissue culture plates for a week, then transferred to regular, non precoated culture plates. Medium was replaced every 1-2 days.

### 2.5 Gne^Flag^ protein immunoprecipitation and Western blot

Various tissues from the *Gne* ^Flag^ mouse and controls were harvested and homogenized using the TissueLyser LT (Qiagen) for 3 min at 50 Hz in RIPA lysis buffer (50 mM Tris buffer pH 7.5, 5 mM EDTA, 150 mM NaCl, TritonX100 1%, 1 mM DTT, 1 mM PMSF, 17 μg/ml Aprotinin, 10 μg/ml leupeptin, 1 mM Vanadate), followed by 20 strokes through a syringe with a 26 gauge needle, incubation on ice for 10 min., and centrifugation (14,000 rpm for 30 min at 4°C). Protein concentration was determined using Bradford Reagent (Sigma). For FLAG-IP, 150 μg of total protein Flag lysates were incubated for 4 h at 4°C with ready anti FLAG coated beads (Sigma); loaded beads were washed with PBS/0.3% Tween 20 and protein elution was recovered by boiling beads in 2X Laemeli sample buffer (Biorad). Protein extraction of Sol8 cells was done similarly. Protein lysates were separated on a precast 8% SDS-PAGE (Nusep, Australia) and transferred to 0.2 µm nitrocellulose membrane (PROTRAN BA 83; Schleicher & Schuell, Dassel, Germany) according to manufacturer instructions (Trans-Blot Electrophoretic Transfer Cell; Bio-Rad Laboratories, Hercules, CA, United States). Nitrocellulose blots were blocked in 5% milk for 1 h. *Gne* ^Flag^ was detected by incubation of the membrane in anti-FLAG M2 mouse monoclonal primary antibody (Sigma) diluted in 2% BSA/PBS-Tween 20 (0.3%) for 3 h at RT, followed by incubation in HRP-conjugated goat anti mouse secondary antibody (Jackson ImmunoResearch). Protein expression was visualized using the EZ-ECL (Biological Industries).

### 2.6 Sol8 cell cultures maintenance

Sol8 cells were purchased at ATCC. The diploid status of Sol8 cells, in particular for chromosome 4 where the Gne gene is located, was kindly assessed at the Department of Human Genetics, Hadassah Medical Center. Cells were maintained in DMEM, 2% Glutamine, 1% penicillin/streptomycin and 10% FCS or 2% horse serum for differentiation (Biological Industries, Israel).

### 2.7 Gne KO gRNAs design and injection

The gRNAs to knock out the *Gne* gene were designed according to the recommendations of the CrisprGold program (*crisprgold.mdc-berlin.de*). Three gRNAs targeting three different sites in exon 3 of Sol8 *Gne* were chosen and purchased as sense and antisense strands (Hylabs, Israel), at a concentration of 100 µM. 

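Exon 3 of Gne spans positions 44059776 to 44060227 of chromosome 4 in GRCm38. All of its 452 bases are coding in the transcript Gne-201, which has a coding sequence of 2259 bases or 753 codons, with 257 coding bases before exon 3. The exon is part of 6 of the 14 annotated transcripts of the gene. The Gne KO clone used for RNA sequencing carries a deletion of 43 bp in this exon. This is 9.51% of the exon, and the deleted length leaves a remainder of 1 when divided by the 3 bases of a codon.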

For hybridization they were mixed together at a 1:1 ratio with 10x PCR buffer and incubated at 95^°^c for 5 min, at a final concentration of 10 µM. Each gRNA was ligated into the 2.c. PSpCas9 (BB)-2A-Puro (PX459) V2.0 plasmid (Addgene, kindly provided by Dr Reubinoff’s group, Hadassah Medical Center) at the BbsI restriction sites downstream of the U6 promoter. This plasmid carries also the Cas9 gene, and the puromycin resistance gene for selection of transfected Sol8 cells. The three PX459 plasmids containing the three different gRNAs were transfected onto Sol8 cells (seeded on six well plates, 2. 10^5^ cells per well). The cells were transfected either with two or with all three gRNAs using Lipofectamine^®^ 2000 DNA transfection reagent (Cat#11668027, Invitrogen, United States). After 24 h, puromycin (3 μg/ml) (Cat#58582, Sigma, United States) was added for 48 h, then cells were washed twice with PBS and growth medium was added to each well for cell recovery. After 48 h, about 10 surviving colonies were expanded for each sample.

Each expanded colony was collected by trypsin treatment, DNA was extracted from the pellets by the D-Tail Mouse Tail DNA Extraction Kit (Cat#310801, Cat#310802, Syntezza, Israel). DNA from each colony was screened for the relevant changes by PCR and sequencing.

### 2.8 RNA extraction

RNA was extracted from each clone by the Tri Reagent isolation solution (Cat# TR 118, Molecular Research Center, United States) both for transcriptomics and for cDNA synthesis. RNA was reverse transcribed using the M-MLV Reverse Transcriptase kit (Cat#M1701, Promega, WI) according to the manufacturer’s protocol, and screened for the relevant changes by PCR and sequencing.

### 2.9 Polymerase chain reaction and sequencing

PCR was performed using the Veriti 96 well Thermal Cycler (AB Applied Biosystems, Israel). The PCR products were sequenced at the National Center for Genomic Technologies, Givat Ram, Jerusalem. Sequences were analyzed and compared using the DNA Star Seqman software.

### 2.10 Confluence assay

The test was performed using IncuCyte^®^ S3 Live-Cell Analysis System (Cat# No. 4763, Sartorius, Israel), which measures the percentage of cells’ confluence over time. Cells were seeded at various densities and followed up for several days, as pointed out for each experiment. Cells could also be visualized at any time point during the entire follow up. By using the cell-by-cell mode of analysis, the average cell size was evaluated for each cell population, according to the IncuCyte^®^ S3 manufacturer guidelines (Guidelines for the IncuCyte^®^ Cell-by-Cell Analysis Software Module).

### 2.11 Immunostaining

Cells were seeded on glass coverslips slides and were grown as indicated for each experiment. Following two washes with PBS, cells were fixed with 4% paraformaldehyde (Cat#BN15710, Barnaor, Israel) for 15 min at RT and then washed with PBS. For staining of intracellular epitopes (F-actin, *a*-actinin2, FLAG, γH2AX, 53BP1, GNE), cells were incubated for 20 min at RT with blocking and permeabilization PBS solution, containing 3% BSA, 1% donkey serum (DS) and 0.2% TritonX100 (Cat#T9284, Sigma, Israel). Cells were then incubated for 1–2 h at RT with the relevant primary antibodies diluted in PBS supplemented with 1% BSA, 1% DS and 0.02% Tween 20 (Cat#9005-64-5, Sigma, Israel) or in CAS-block (Cat#ZY-008120, Rhenium, Israel): mouse anti-FLAG (1:500, #F1804, Sigma, Israel), rabbit anti-GNE (1:2000, #25079-1-AP, Proteintech), mouse anti-γH2AX (1:300, #05-636, Millipore Israel), rabbit anti-53BP1 (1:400, #IHC 00001, Bethyl Israel), rabbit anti-α-actinin 2 (1:400, #7H1L69, Invitrogen), Phalloidin-Rx (1:5,000, R415, ThermoFisher). After three washes with PBS-0.05% Tween 20, cells were incubated for 30 min at RT in the dark, with the relevant secondary antibodies: goat anti-mouse Alexa Fluor 488 (1:350, #A-11017, Molecular Probes, Israel), donkey anti-rabbit Alexa Fluor 647 (1:150, #711-606–156, Jackson, United States), donkey anti rabbit Alexa Fluor 488 (1:350, #711-546–152, Jackson, United States), all diluted in PBS with 1% BSA, 1%DS and 0.02% Tween 20. After washing with PBS-Tween-20, cells were incubated for 15 min at RT with 0.1μg/ml DAPI (Cat#28718-90–3, Sigma, Israel) diluted in PBS. After two additional PBS washings, stained cells were covered by mounting solution (Cat# 17,985-01, Barnaor) and covering glass, then stored at −80^O^C. Secondary-only stained samples were used as controls for nonspecific staining for each secondary antibody on each type of cells. The analysis was done with a Nikon’s A1R + confocal microscope (Cat#2CE-SCNH-2, Nikon, Japan) and image analysis software—Image-Pro Plus 7 (Media Cybernetics, United States).

### 2.12 Flow cytometry analyses of Sol8 cells

Cells were detached and dissociated to single-cell suspension, immunostained and analyzed by CytoFLEX Flow Cytometer, (Beckman Coulter, Israel), using CytExpert software.

#### 2.12.1 PSA expression

Sol8 cells WT and GneKO were grown for at least 3 days without serum, then detached from the culture dish using EDTA, washed with PBS, and incubated with anti PSA antibody (1:100; kindly provided by Dr Gerardy Schahn) in FACS buffer (1%BSA in PBS) for 1 h on ice, washed and incubated for 30 min in the dark with goat anti-mouse Alexa Fluor 488 (1:150, #A-11017, Molecular Probes, Israel) secondary antibody. After washing, cells were resuspended in FACS buffer.

#### 2.12.2 Intracellular markers (g-H2AX, Ki67, 7AAD)

WT Sol8 and GneKO cells were detached from the culture dish using trypsin, washed with PBS, counted and were then fixed and permeabilized using ice cold 70% ethanol for at least 2 h at −20°C. After PBS washing, the cells were stained for 30 min on ice with the relevant antibody/staining solution (1:50 Alexa Fluor 488 conjugated anti γ-H2AX #BLG-613406, BioLegend; 1:50 rabbit anti-Ki67 #275R-14 Cell Marque; 1:25 7AAD staining solution #00-6993-50 Invitrogen). Following washing, the Ki67 stained cells were incubated in the dark for 30 min on ice with donkey anti rabbit Alexa Fluor 488 (1:150, #711-546-152, Jackson, United States).

#### 2.12.3 Propidium Iodide (PI) staining

Cells were detached and dissociated to single-cell suspension and were resuspended in FACS buffer supplemented with PI (1∶500 of 1 mg/ml solution, Sigma).

*p* values for all relevant assays were calculated using the Student’s T-test.

### 2.13 AAV infection

Sol8 cells were grown in 12 well plates in DMEM containing 10% FCS for few days. Prior to infection with the AAVrh74.MCK.hGNE viral vector (Mitrani-Rosenbaum et al., 2022), cells were washed twice with PBS. The viral vector (1.10E6/ml) was added in 0.5 ml FCS free DMEM, incubated at 37°C for 3 h, followed by the addition of 0.5 ml DMEM supplemented with 10% FCS. The morphology and growth of the cells were monitored using the Incucyte system.

### 2.14 Transcriptomics

RNA was extracted from each sample, in triplicates. Extracted RNA sequencing was performed at the Genomic Applications Center at the Faculty of Medicine, Ein Kerem, Jerusalem.

Library preparation was done using KAPA stranded mRNA kit (Cat# KK8421, Roche, Israel). Libraries were quantified by Thermo Fisher Qubit and Agilent TapeStation, and sequenced by Illumina NextSeq 500, using the NextSeq 75 bp kit, Single End run. Bioinformatics was performed at the Bioinformatics Unit of the I-CORE at the Hebrew University and Hadassah Medical Center. Normalization and differential expression analysis were done with the DESeq2 package. Genes with a sum of counts less than 10 over all samples were filtered out, leaving roughly 20,500 genes (out of around 48,500). Quality control showed a high level of distinction between the conditions (probably due to the source of the samples being from cell lines). Therefore, significance threshold was taken as padj <0.05. Significant genes were further filtered to include only genes with a large enough effect. This was achieved by requiring a baseMean of at least five and an absolute log2FoldChange bigger than 7.5/sqrt (baseMean) + 0.9 (for highly expressed genes this means a requirement for the fold-change to at least two, while genes with a very low expression would need fold change about 10 to pass the filtering). These were the genes considered for further analyses. Data was deposited at the GEO repository (accession number GSE202046).

### 2.15 Proteomics

Triplicates of 20 millions cells per sample were grown and collected by trypsinization, stored at −80^o^ and sent as frozen pellets to the Technion Smoler Proteomic Center. The samples were digested by trypsin and analyzed by LC-MS/MS on Q exactive HFX (Thermo). The data was normalized and analyzed with MaxQuant 1.5.2.8 vs. the mouse Uniprot database and further with the Perseus software. The identifications are filtered for proteins identified in at least two samples in one of the groups with FDR <0.01. The heatmap of the proteins differential was done using the ANOVA test. The selected differential proteins were those with a *p* value < 0.05 and at least a 2 fold change. For phosphoproteomics, after trypsinization, samples were phosphoenriched on TiOx2 beads prior to LC-MS/MS analysis. For ubiquitination proteomics, after trypsinization, ubiquitinated peptides were enriched using KGG IgG prior to analysis by LC-MS/MS. Data was deposited at the ProteomeXchange via the PRIDE database (identifier PXD033985).

### 2.16 Enrichment analysis

For enrichment analyses, the differentially expressed genes and proteins were subjected to GeneAnalytics (Ben Ari Fuchs et al., 2016) and IPA software (Qiagen, Germany) programs.

## 3 Results

### 3.1 Generation of GneFLAG mice

Mouse *Gne* gene has several variants which differ in alternative splicing and initiation points, however they all end at the same last exon and same stop codon, as human *GNE* (Gene ID: 50798 and 10020 respectively). Therefore, tagging the carboxy-terminus of mouse endogenous *Gne* will detect all potential isoforms of the Gne protein, including the prevalent one which is 722 amino acids long (∼79 KDa). The cr:tracr CRISPR complex was used for adding the FLAG epitope tag as an homologous direct repair (HDR) mechanism at the last coding exon of *Gne*, just before the STOP codon (Figures 1A,B). Precise allele targeting and intact tag integration was verified by Sanger sequencing in 5/40 founders, with no additional alterations (Figure 1C). The *Gne* ^Flag^ allele was transmitted through the germline of the 5 founders at the expected Mendelian ratios. Homozygous *Gne* ^Flag^ mice were generated by crossing F1 siblings of different founders in order to increase the allele heterogeneity and minimize any unpredicted off-target homozygotization. Western blotting of heterozygotes and homozygotes *Gne* ^Flag^ mice with an anti-FLAG antibody revealed biallelic expression of the Gne protein (Figure 1D), since the signal detected in homozygote mice was stronger than in the heterozygote ones. Protein expression of Gne^Flag^shows a strong expression in liver, mild in kidney and spleen and faint in skeletal muscle and heart. The molecular weight of the FLAG tagged Gne was ∼82 KDa (744 amino acid) as predicted.

**FIGURE 1:**
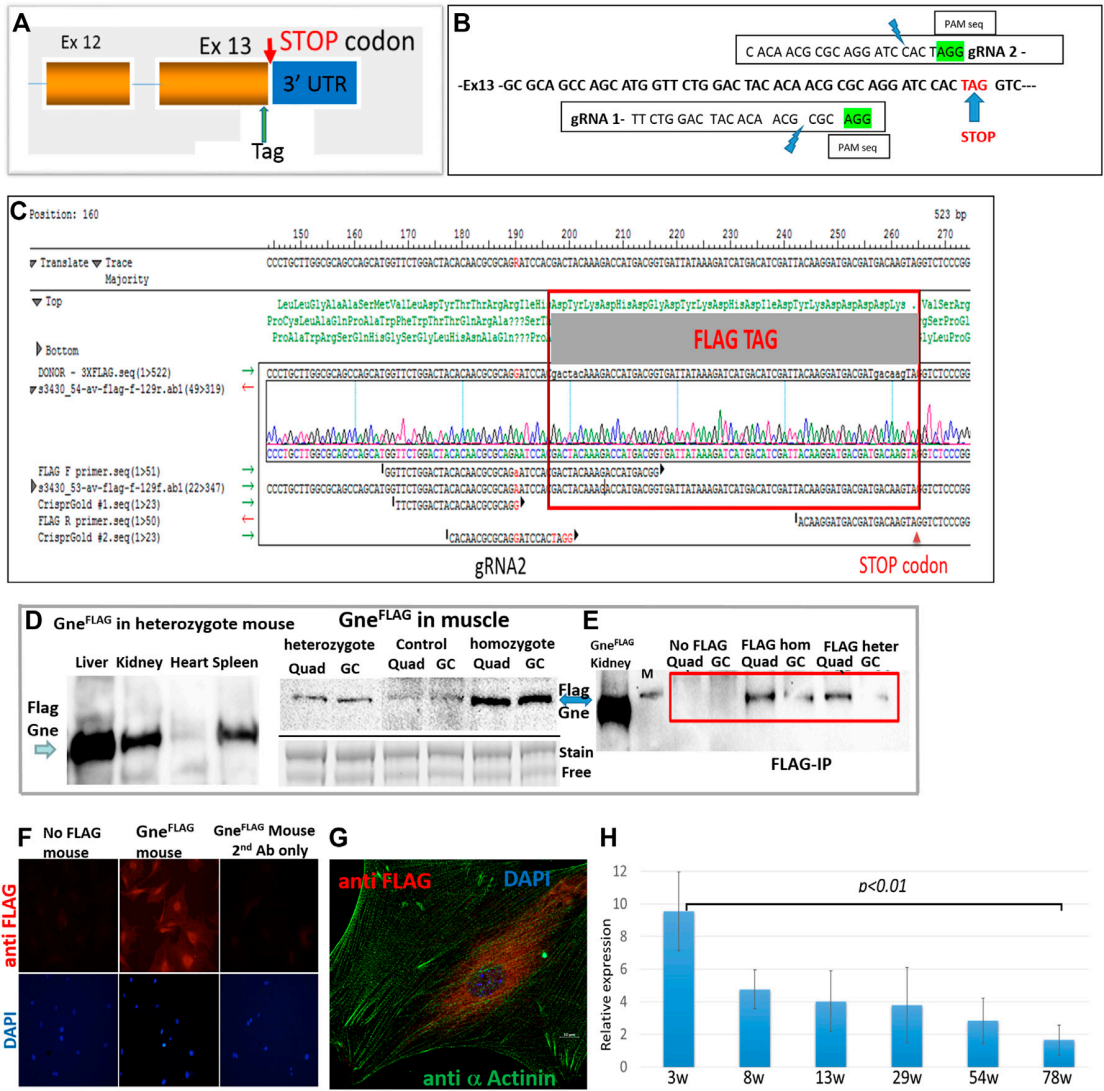
Generation of GneFLAG mice. **(A)**, schematic representation of the location of the incorporated tag; **(B)**, precise location of the various sequences relevant for Crispr/Cas9; **(C)**, sequence of the relevant region of a representative FLAG Gne generated mouse. **(D)**, Western blot of different tissues and muscles in GneFLAG heterozygote and homozygote mice. Control, mice with no FLAG, Quad, quadriceps; GC, gastrocnemius; stain free blot is shown for relative quantitation evaluation. **(E)**, Western blot after immunoprecipitation with anti FLAG Ab coated beads. M, 95kd band of the protein size marker. **(F)**, immunostaining of primary muscle cell cultures with anti FLAG Ab. **(G)**. Confocal section of a primary muscle cell immunostained with anti FLAG Ab. **(H)**, Relative quantitative representation of Western blots of the gastrocnemius muscle of mice sacrified at various ages (in weeks) with anti-FLAG Ab. Each time point represents the quantification of the corresponding western band relative to its respective actin value. The values are the average of 2 mice, each tested in triplicates.

Since faint bands were detected in the muscles of mice with no FLAG (Figure 1D), most likely because overload of the blot (about 60 μg protein from muscle), in order to assess the specificity of the Gne^Flag^ protein detection we performed a pull down assay. Commercial Flag beads were incubated with protein muscle lysates of either heterozygous or homozygous *Gne* ^Flag^ mice. The immunoprecipitated proteins from each of the *Gne* ^Flag^ genotypes were blotted against FLAG antibody to validate genuine detection of the *Gne* ^Flag^ and rule out unspecific detection or antibody indirect interaction (Figure 1E). To note, all *Gne* ^Flag^ mice presented normal behavior and had a normal lifespan compared to their WT controls.

### 3.2 Primary cultures of GneFLAG muscle cells

Primary cultures were established from muscles extracted from the *Gne* ^Flag^ mice and were stained for GneFLAG expression. GneFLAG was detected in the cells (Figure 1F), in particular with perinuclear staining, as illustrated in Figure 1G and as previously described (Krause et al., 2007).

### 3.3 Spatio temporal expression of gne in muscle

To investigate Gne expression alongside the mouse lifespan, we harvested skeletal muscles at different time points, from early age—after weaning ended- and up to fully adulthood at the age of 18 months. In Figure 1H we can see that GneFLAG protein expression levels in gastrocnemius skeletal muscle is significantly highest at the youngest age and decreases as the mice matured. No significant differences were found in the mid-range ages, besides the edges.

This GneFLAG expressing mouse lineage will be useful as a platform for follow up of manipulated Gne expression *in vivo*, as there are several attempts to generate animal models for GNE Myopathy to identify novel biomarkers and for the assessment of potential therapies.

### 3.4 Generation of Sol8 muscle murine cells Gne KO

Since muscle biopsies and cell cultures from GNE mutated patients are not very informative, and Gne KO is lethal in mice, we decided to establish Gne KO muscle cells. We generated Sol8 Gne KO murine cells by the Crispr/Cas9 method, using three guide RNAs designed to knock out exon 3, an early exon in *Gne* which is common to both isoforms, Gne1 and Gne2 (Figure 2A). Each gRNA was cloned in the PX459 vector and transfected onto the cells, either in combination with a second gRNA or all 3 together. Puromycin resistant isolated clones were expanded and subsequently screened for sequence alterations at the target site in their DNA and mRNA (cDNA). Two clones were retained, one with a 305 bp deletion and one with a 43 bp deletion, both resulting in several subsequent stop codons (Figure 2B). In order to validate the knock out of the GNE protein in the two clones we tested whether the same deleted sequence was present at the RNA level. PCR was performed on both cDNAs, using a forward primer on exon 2 (mex2c273F) and reverse primer (mex5c1093R) on exon 5 (Figure 2C). Sequencing of the PCR products showed that the sequence of the cDNAs are identical to their DNA matching sequence. First, the relevant deletion is present in the cDNA (Figure 2D), second, the junction areas between exon 2 and exon 3, between exon 3 and exon 4 and between exon 4 and exon 5 are intact (Figures 2E,F), thus lowering the possibility that the Crispr/Cas9 manipulation has altered the splicing properties in the mutated RNA. The homogeneity of the clones for Gne KO cells was validated by the absence of PCR products at the deletion loci (Figure 3A). As seen in Figure 3B, only clone 12, with the 43 bp deletion, was homogeneous, with no PCR product detected from the deleted locus. This clone was selected for further characterization. Immunostaining with anti-Gne Ab, that can detect Gne in cell cultures but not in tissues, most likely since expression in cell cultures is much higher, confirmed the cells did not express Gne (Figure 3C). In addition, we looked for a reduction in polysialic acid, which is typically bound to NCAM in muscle cells as a result of Gne enzymatic activity. FACS analysis showed a significant reduction of PSA in Sol8 Gne KO cells (Figure 3D).

**FIGURE 2:**
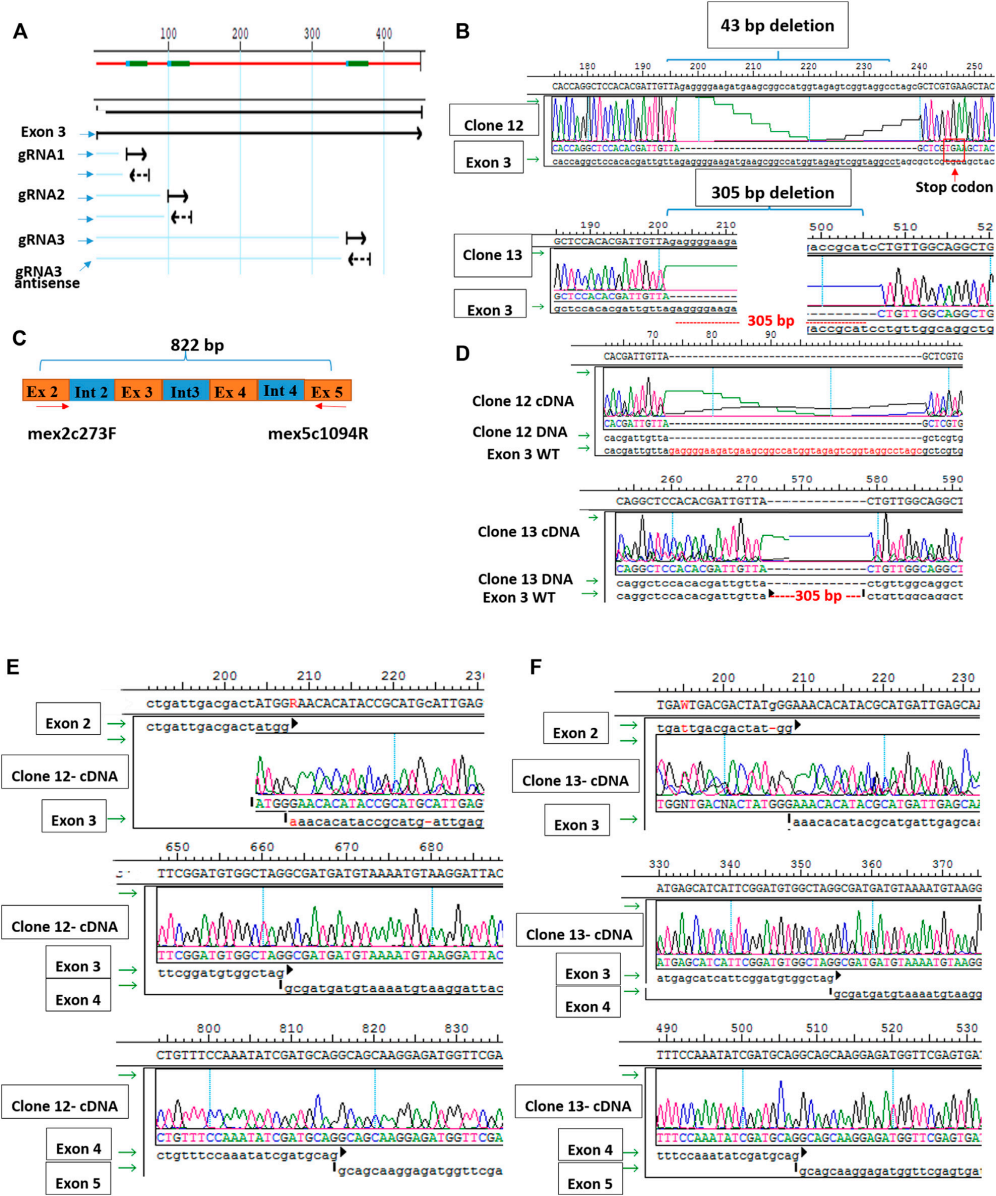
Generation of Sol8 Gne KO cells. **(A)**, schematic representation of the 3 gRNAs location in Gne exon 3. **(B)**, sequences of clone 12 and clone 13 DNAs, showing the respective deletions generated by Crisp/Cas9. **(C)**, schematic representation of the location of the primers used to test the cDNA sequences of clones 12 and 13. **(D)**, sequences of the cDNAs from clones 12 and 13 aligned with the respective DNA. **(E,F)**, sequences at the junction regions between the different exons in clone 12 and clone 13 respectively.

**FIGURE 3:**
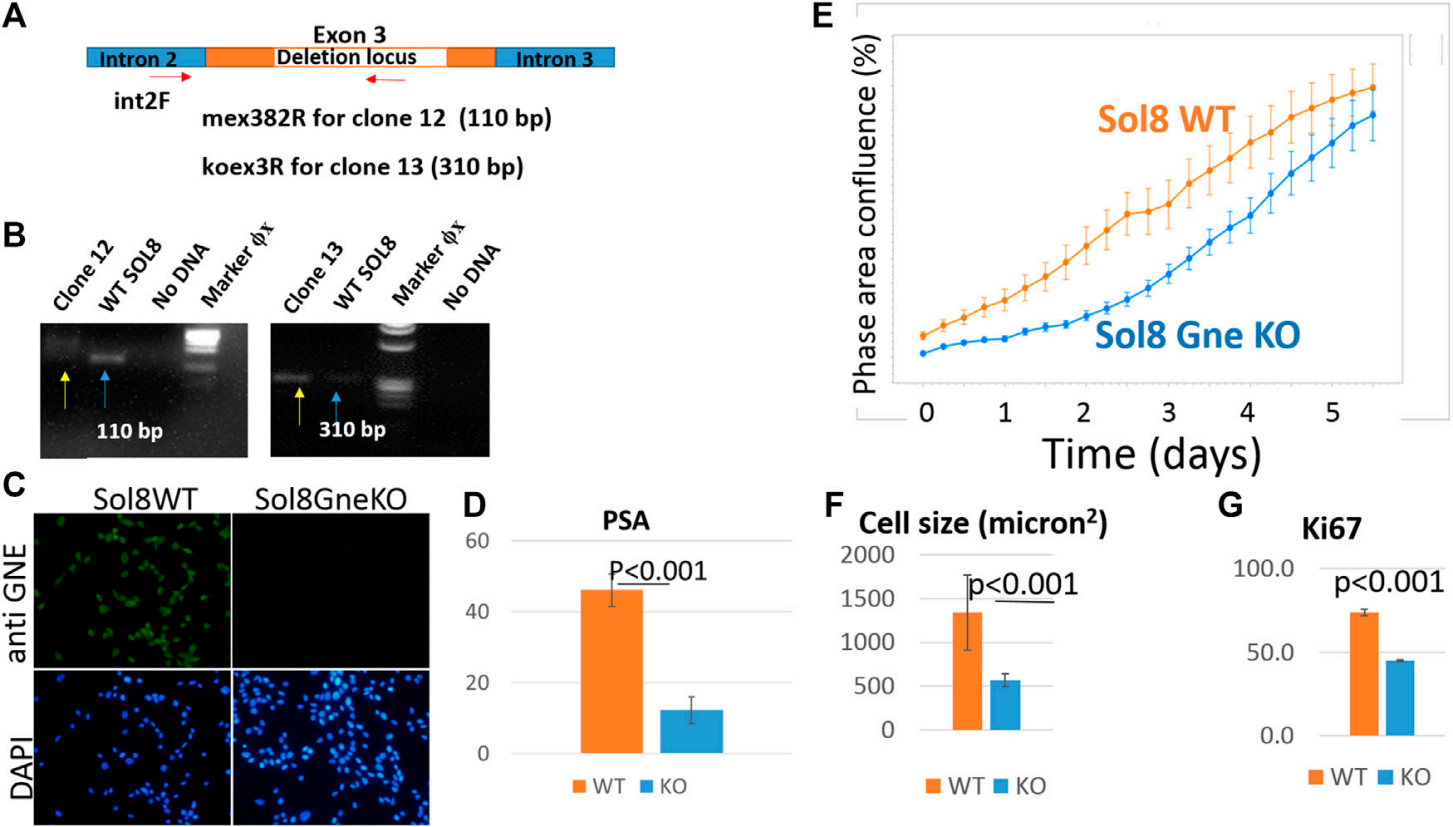
Validation of the GNE KO status in Sol8 manipulated cells. **(A)**, schematic representation of the location of the primers used to verify Gne KO homogeneity; **(B)**, agarose gels illustrating the PCR products of clones 12 and 13 (yellow arrows) compared to controls (blue arrows); **(C)**, immunostaining of Sol8 Gne KO cells with anti-GNE Ab. **(D)**, FACS analysis of PSA positive cells (% of positive cells) (*n* = 4 replicates); **(E)**, Incucyte confluency analysis; **(F)**, cell size determination (n > 300 cells); **(G)**, FACS analysis of anti Ki67 Ab immunostained Sol8 cells (% of positive cells) (n = 3 replicates).

### 3.5 Characterization of Gne KO Sol8 cells

Live cell imaging showed that Sol8 Gne KO cells reached confluency later compared to their Gne WT counterparts (Figure 3E). This result suggests that the Gne KO cells divide slower compared to the WT cells, although confluency does not necessarily reflects proliferation, but could also be related to the morphology and size of the cells. Cell-by-cell mode of analysis in the Incucyte system, 1 day after plating, showed that Sol8 Gne KO cells were significantly smaller than the WT cells (Figure 3F). In addition, staining with the proliferation marker Ki67 2 days after plating showed the Sol8 Gne KO cells were less proliferative (Figure 3G), suggesting that a bigger fraction of the Sol8 Gne KO cell population is in the G0 state of the cell cycle.

To get more insights into the cell cycle process of the cells, we analyzed their DNA content. Flow cytometry using the 7AAD staining after permeabilization of cell and nuclear membranes, reflects the various stages of the cell cycle (Zelenin et al., 1984). No significant differences were observed 24 h after plating, however, after 48 h, more Sol8 Gne KO cells remained at the GO/G1 stage, and accordingly, less cells were at the S/G2M state, compared to the WT controls (Figure 4A). PI staining for dead cells showed lower percentage in the Sol8 Gne KO population (3%–4% lower) either after 1 or 2 days in culture. PI staining intensity is sensitive to the amount of DNA, therefore the higher intensity staining in the Gne KO cells on day 2 suggests the dead cells in the Gne KO population were at the S/G2M stage (Figure 4B). In order to test whether the defect in proliferation affects myoblast differentiation, myoblasts were cultured in differentiation medium. After 3 days, myotubes began forming in the Sol8 WT cultures, and long structures were seen 6 days post differentiation; however Sol8 Gne KO cultures were mostly single cells with no signs of fusion to each other and total absence of filament organization as seen by F-actin staining (Figure 4C).

**FIGURE 4:**
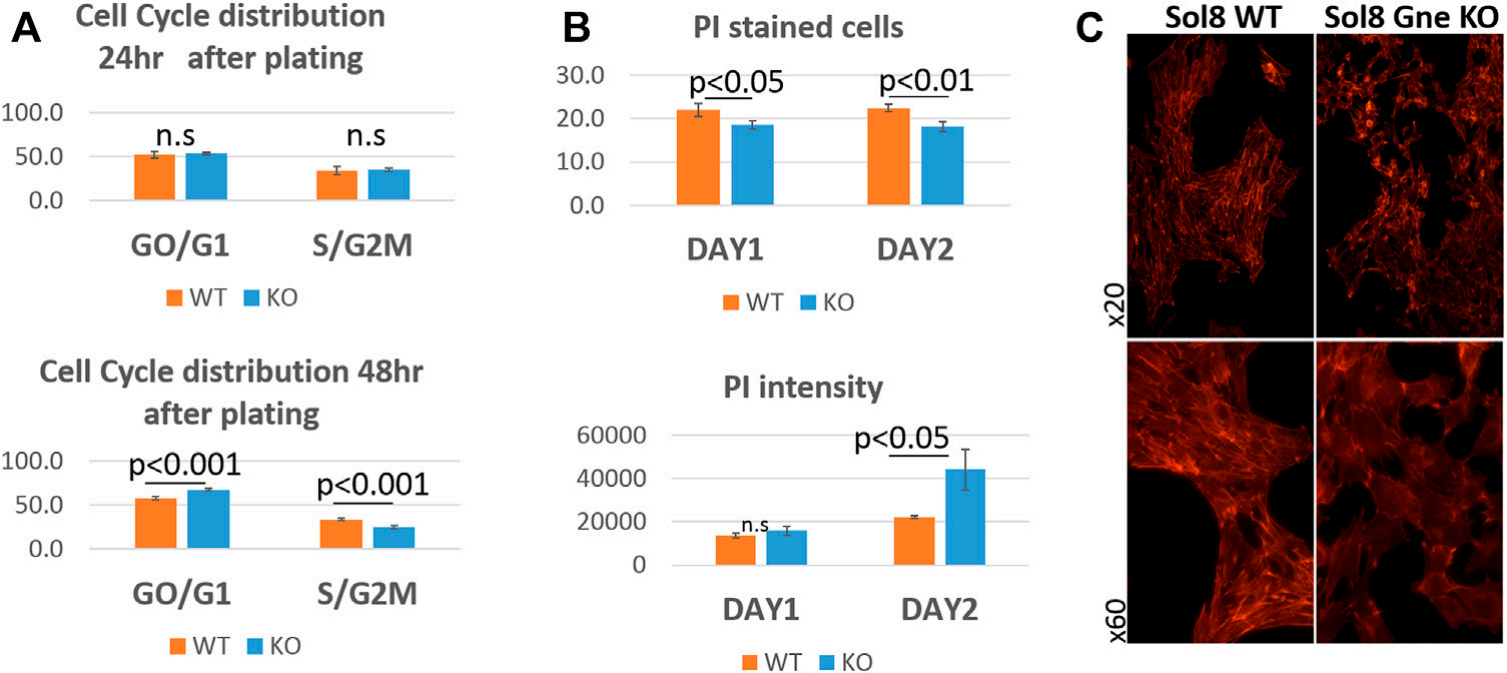
Cell cycle analysis of Sol8 Gne KO cells. **(A)**, determination of the cell cycle stages by FACS analysis of 7AAD stained cells at 24 h after plating (upper panel) and at 48 h after plating (lower panel) (% of positive cells) (*n* = 6 replicates). **(B)**, FACS analysis of PI stained (dead) cells: upper panel, % of positive cells; lower panel, staining intensity (MFI units) (*n* = 3 replicates). **(C)** Differentiated cells stained with phalloidin (F-actin).

In an attempt to better evaluate differences between Sol8 WT and Gne KO cells, we cultured them in total absence of bovine fetal serum. Indeed, this condition pointed out distinct confluency features of the cells, as seen in Figure 5A: the Sol8 WT cells confluency graph rose for about 30 h, and then began to drop. Instead, for Sol8 Gne KO cells, the graph stayed stable for at least 4 days. The morphology of the cells was also different (Figure 5B): Sol8 WTcells were sparse and elongated (differentiated), while Sol8 Gne KO cells were more abundant, with a more rounded and flattened morphology already at day 2–3, and were much bigger (Figure 5C). At day 13, Sol8 Gne KO cells were alive, all flattened, while Sol8 WT cells did not survive (Figure 5B). Alpha actinin 2 and DAPI stainings illustrate the larger size of cells and nuclei in the Sol8 Gne KO cultures (Figure 5D).

**FIGURE 5:**
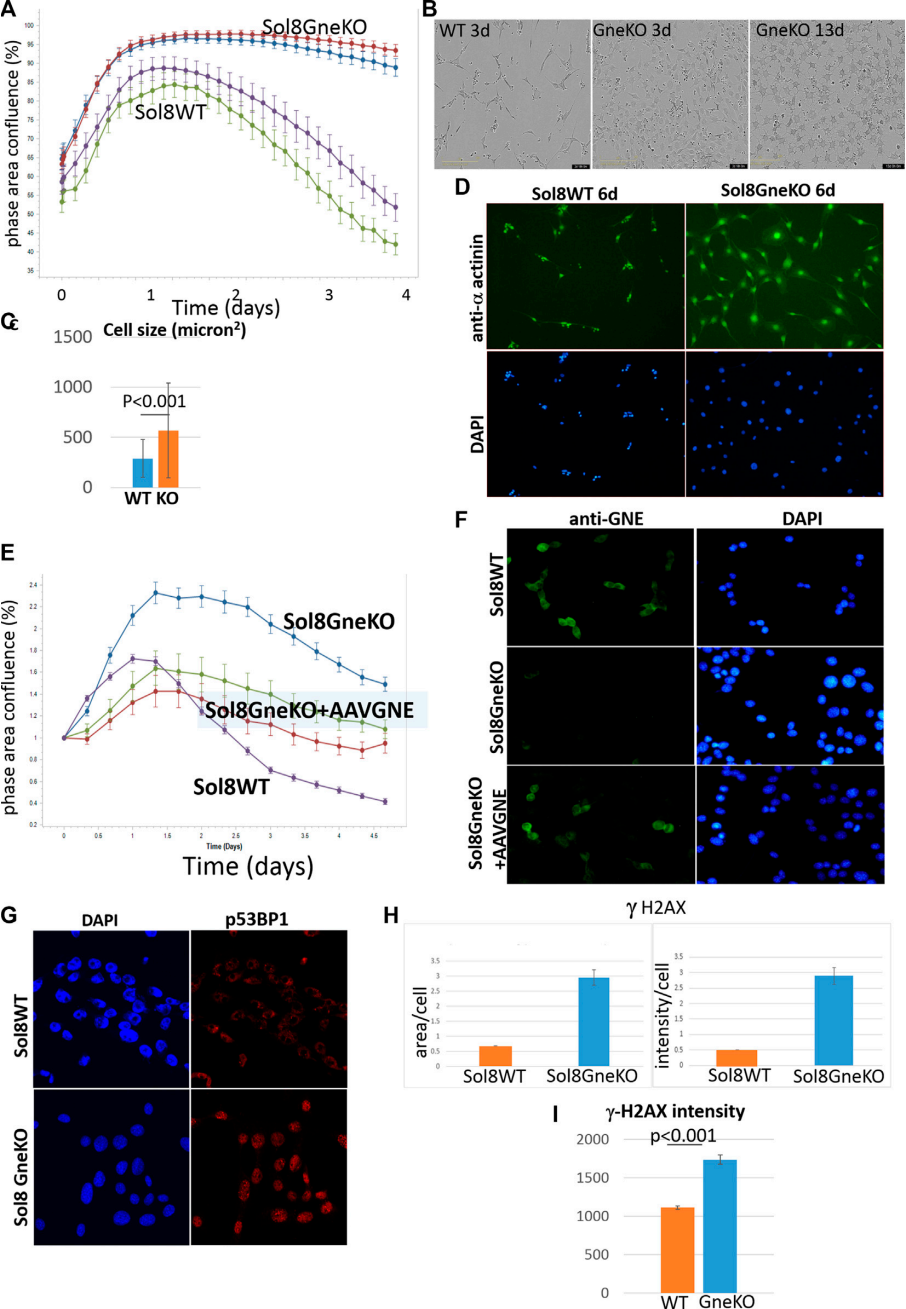
Sol8 Gne KO cells cultured in stress conditions. **(A)**, confluency curves determined by Incucyte (in duplicates; each point depicts the average of 9 fields). **(B)**. Morphology of the cells by phase contrast microscopy. **(C)**, determination of cell size at day 3 (*n* > 300 cells). **(D)**, staining of the cells with anti alpha actinin Ab. **(E)**, confluency curves of Sol8 Gne KO cells after AAVGNE infection. **(F)**, staining of the infected cells with anti GNE Ab. **(G)**, Immunostaining of Sol8 Gne KO and WT cells for p53BP1; **(H)**, Image -Pro Plus 7 analysis of area and intensity of γ-H2AX staining (relative units). **(I)**, FACS analysis of γ-H2AX stained cells (MFI units) (*n* = 3 replicates).

#### 3.5.1 Phenotypic rescue by Gne supplementation

In order to assess that the differences between Sol8 WT and Gne KO cells were indeed the result of the absence of Gne, Sol8 Gne KO cells were infected by AAVrh74.MCK.GNE viral vectors. In these conditions, the phenotypic features of the infected cells were partially rescued and were closer to the Sol8 WT cells profile (Figure 5E). GNE presence in the infected cells was verified by immunostaining with anti-Gne Ab (Figure 5F). The partial and not complete rescue could be explained by the fact that not all cells were infected, or did not express GNE.

### 3.6 Transcriptome and proteome analysis

In order to broaden our knowledge on the potential functions of Gne in muscle cells, we analyzed the cells at the transcriptomic and proteomic level. These analyses were performed on proliferative (in the presence of 10%FCS) and on differentiated cells (2% horse serum), in order to compare between the proliferation state that simulates the satellite cells in the muscle tissue, and the differentiation state that should be physiologically closer to the more mature myofibers in the muscle tissue. The presence of sialic acid in the culture medium (in the serum) allowed to assign the differences detected more directly to the absence of Gne and less to the lack of sialic acid.

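RNA sequencing data were analysed for 12 libraries of Sol8 cells, a mouse myoblast line from soleus muscle. They comprise 3 libraries each of WT proliferative, WT differentiated, Gne KO proliferative and Gne KO differentiated cells, grown in 10% FCS for proliferation and in 2% horse serum for differentiation. The states therefore differ in the type of serum too. The Gne KO cells are 1 clone with a deletion of 43 bp, so an effect of the deletion cannot be told apart from another property of that clone. Libraries were made with a stranded mRNA kit and sequenced as single-end reads. The submitters' processing notes name cutadapt 1.18, TopHat2 2.1.1, HTSeq 0.6.1 and the genome build GRCm38. The authors deposited whole-number read counts per gene, with a question mark in place of every count for 6252 of the 54838 genes listed, which were left out. The total count per library ranged from 22612038 to 29389759, with a median of 26740404. By group it was 22950350 to 29389759 (median 24293356) in WT proliferative, 24991521 to 27112906 (median 26773910) in WT differentiated, 26706898 to 28501346 (median 28349835) in Gne KO proliferative and 22612038 to 29029900 (median 26639637) in Gne KO differentiated cells.

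Counts were normalized by TMM (trimmed mean of M values) and fitted for the 4 groups together with limma's voom, for the 20415 genes with at least 10 counts over all libraries, which is the filter of the paper's methods. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05. It was called differentially expressed if it also met the effect filter of the paper's methods, with a mean normalized count of at least 5 and an absolute log2 fold change above 7.5 divided by the square root of that mean, plus 0.9. Gene lists fixed before the data were examined were tested against all other genes with limma's camera, at a preset correlation between genes of 0.01. Normalized counts are given as mean ± SD of 3 libraries, and log2 fold changes with their standard error (SE). Replicates differed by more than counting noise in every group, with a chi-square per gene of 6.34 to 151 between pairs of libraries. The SD of the log2 difference of a library from the other replicates of its group was 0.393, 0.293 and 0.295 in the Gne KO proliferative libraries and 0.289 in WT proliferative replicate 1, against 0.0884 to 0.179 in the other 8 libraries.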

RNA and proteins were extracted from 3 independent cultures, and in triplicates for each sample.

#### 3.6.1 Transcriptomics

The expression profile generated by RNA sequencing shows that all cell categories are distinct from each other: the principal component analysis (PCA) display (Figure 6A) shows first, that the triplicates behave very similarly, and second, that there is a great variation between the WT and the Gne KO cells clusters, both for proliferative and differentiated cells. In addition, as expected, there is a significant difference between the proliferation and the differentiation expression profiles in both WT and Gne KO cells.

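The libraries parted by genotype along the first principal component, which held 66.2% of the variance, and by state along the second, which held 24.5%. The Gne KO and WT centres lay 67.7 apart in the proliferative state and 73.8 apart in the differentiated state, in units of the component scores. The proliferative and differentiated centres lay 33.1 apart in WT cells and 53.4 apart in Gne KO cells. A library lay at a median distance of 2.61 from the centre of its group, and the farthest was WT proliferative replicate 1 at 10.7. Scores were computed from log2 CPM with a prior count of 2 over the 500 genes of highest variance.

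**Figure D1:**
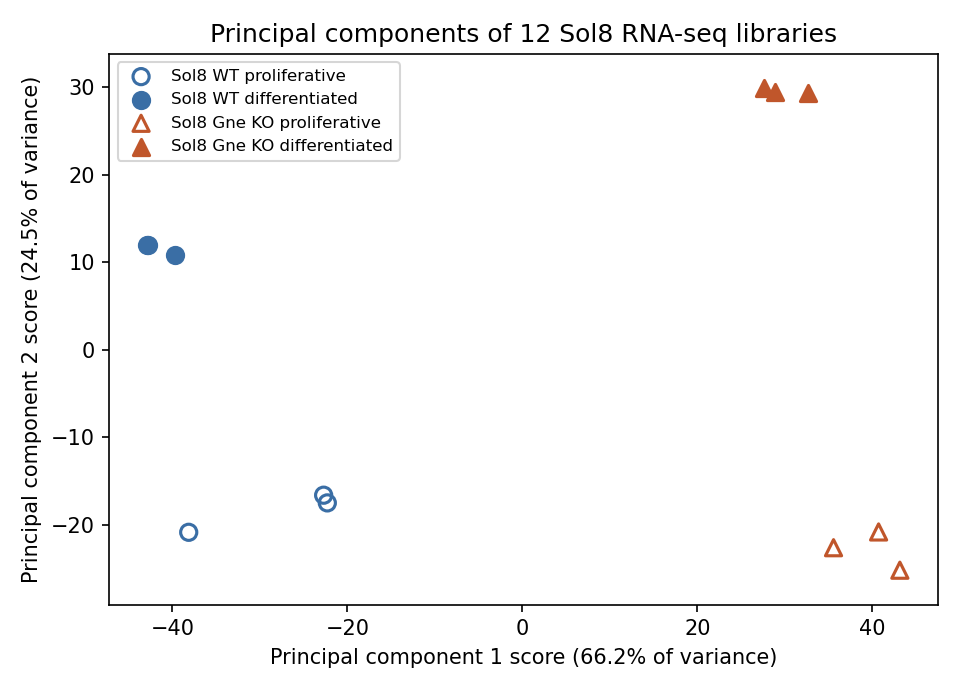
Scores of the 12 libraries on principal components 1 (x axis, 66.2% of the variance) and 2 (y axis, 24.5%), in units of log2 CPM. Each point is 1 library, circles are WT and triangles Gne KO, open points are proliferative and filled points differentiated. The 4 groups do not overlap, and WT proliferative replicate 1 lies apart from the other two libraries of its group.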

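In WT cells 550 genes were called between the states, 377 higher and 173 lower in the differentiated state, and in Gne KO cells 2382, 1395 higher and 987 lower. Genes of the sarcomere, the contractile unit of muscle, rose on differentiation of WT cells, where 45 of 58 tested members were higher and 1 was lower (47 and 2 when adjusted over the list alone), with a median log2 fold change of 1.42 (camera, adjusted p = 5.01e-14, or adjusted p = 0.396 with an estimated correlation). In Gne KO cells 7 members were higher and 7 lower (5 and 7 adjusted over the list alone), with a median of 0.44 (adjusted p = 0.704). The largest increases in WT cells included Myh4, a fast myosin heavy chain, with a log2 fold change of 4.84 (SE 0.47, adjusted p = 1.5e-06 from limma), and Ptgds, a prostaglandin D synthase, with 4.49 (SE 0.30, adjusted p = 4.65e-08). Aspn, a small leucine-rich matrix proteoglycan, fell by 4.91 (SE 0.49) and Actg2, a smooth muscle actin, fell by 3.13 (SE 0.14). In Gne KO cells Dcn, the proteoglycan decorin, rose by 5.40 (SE 0.14), while Ptx3, a secreted pentraxin, fell by 6.44 (SE 0.46) and Id3, an inhibitor of myogenic bHLH factors, fell by 5.14 (SE 0.30).

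Cell cycle genes were lower in the differentiated state in both cell types. Of 97 tested members, 82 were lower and none was higher in WT cells (83 lower adjusted over the list alone), with a median of −0.69 (camera, adjusted p = 5.59e-33, or adjusted p = 0.0159 with an estimated correlation). In Gne KO cells 83 were lower and 8 higher (the same counts adjusted over the list alone), with a median of −1.26 (adjusted p = 5.63e-23, or adjusted p = 0.0398 with an estimated correlation). Of the 550 genes called in WT cells, 276 (50.2%) were called the same way in Gne KO cells and 5 the opposite way, where independent lists would share 33.9 higher and 11.02 lower genes. Called or not, 479 of the 550 had the same sign in Gne KO cells. The genes higher in WT cells had a median of 1.88 there and 1.22 in Gne KO cells, and the lower ones −1.58 and −1.81. The change on differentiation differed between the cell types for 177 of the 550 genes by the test of the interaction of genotype and state. After removal of a trend in GC content and transcript length from each library, 1708 genes were called in Gne KO cells, 1275 of them among the 2382. Scaling by library size alone gave 2004 higher and 557 lower genes in Gne KO cells and moved the median log2 fold change of all genes there from 0.07 to 0.34.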

**FIGURE 6:**
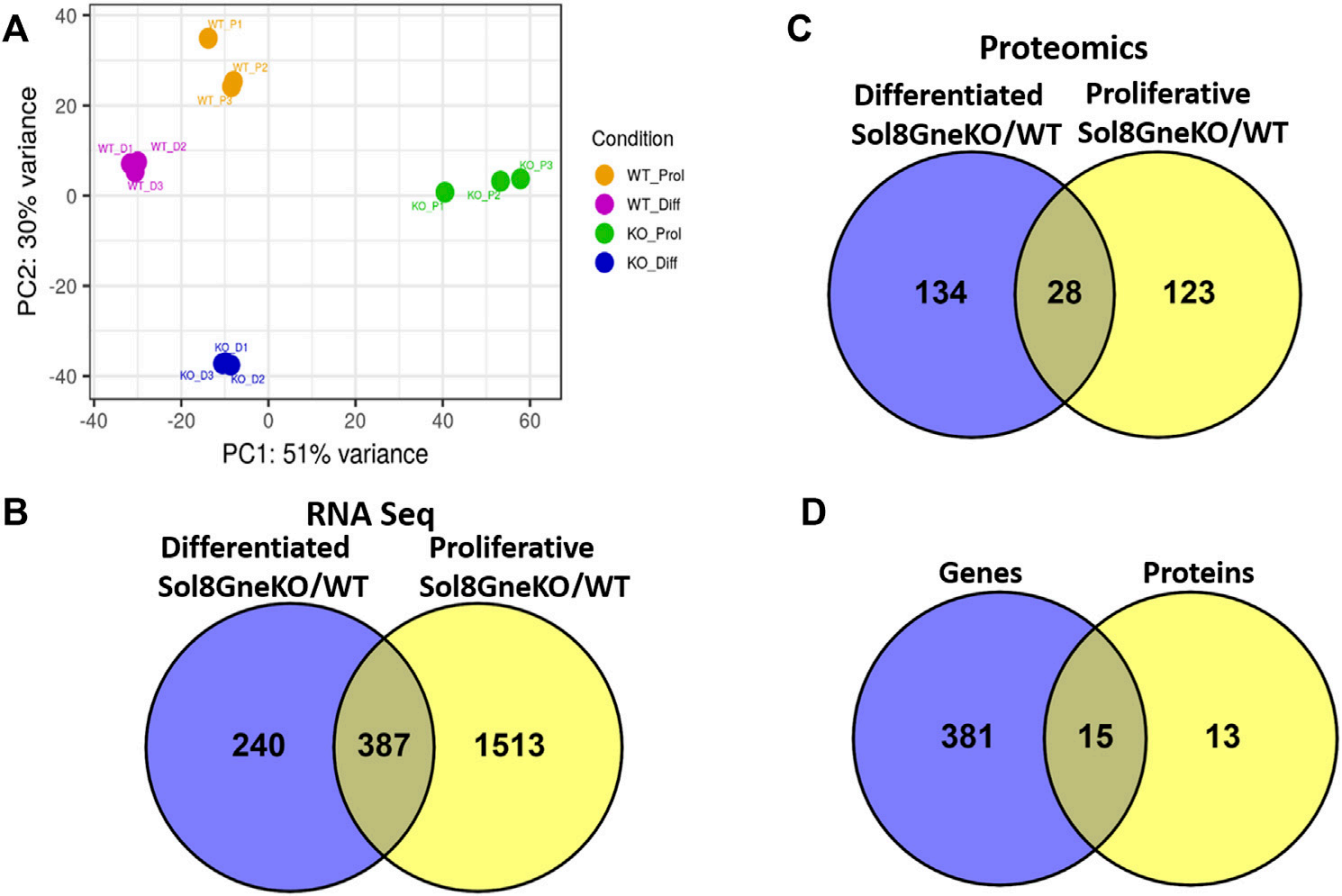
Genes and proteins differentially expressed in Sol8 differentiated and proliferative Gne KO versus WT cells. **(A)**, PCA plot for the RNA seq triplicate samples of: Sol8WT proliferative cells (WT_P1-WT_P3), Sol8 WT differentiated cells (WT_D1-WT_D3), Sol8 Gne KO proliferative cells (KO_P1-KO_P3), Sol8 Gne KO differentiated cells (KO_D1-KO_D3). **(B)**, Venny representation of Sol8 Gne KO differentiated and proliferative differentially expressed genes. **(C)**, Venny representation of Sol8 Gne KO differentiated and proliferative differentially expressed proteins. **(D)**, Venny representation of the differentially expressed genes and proteins in both differentiated and proliferative Sol8 Gne KO cell versus WT cells.

Comparative analyses of expressed genes between Sol8 Gne KO and WT cells were performed for both the proliferative state and the differentiated state. Significance threshold was taken as padj<0.05. Significant genes were further filtered to include only genes with a large enough effect, as explained in detail in the Methods section. 

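The targeted gene, Gne, had a normalized count of 301.8 ± 61.5 (SD, n = 3) in Gne KO and 269.0 ± 12.9 (SD, n = 3) in WT proliferative cells, and of 207.5 ± 3.25 (SD, n = 3) in Gne KO and 274.0 ± 10.6 (SD, n = 3) in WT differentiated cells. Its log2 fold change was 0.13 (SE 0.13, adjusted p = 0.421 from limma) in the proliferative state, or 0.32 (adjusted p = 0.00533) without Gne KO proliferative replicate 1. In the differentiated state it was −0.40 (SE 0.14, adjusted p = 0.0467), which no longer passed without any 1 of the 6 differentiated libraries (adjusted p = 0.0754 to 0.131) or without WT proliferative replicate 2 or 3 (adjusted p = 0.0587 and 0.0589). The fit pools the spread of the 4 groups, so these p-values also carry the SD of 61.5 of Gne KO proliferative cells. The deletion spares most of the transcript and need not lower its count. The paper reports that it leads to stop codons, and whether these change the RNA level was not tested. These counts of Gne therefore do not check the genotype.

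In proliferative cells 1889 genes were called between Gne KO and WT, 485 higher and 1404 lower in Gne KO. Fbln7, a fibulin of the extracellular matrix, had 545.7 ± 161.3 normalized counts in Gne KO and 14.4 ± 2.14 in WT cells, a log2 fold change of 5.14 (SE 0.38, adjusted p = 4.98e-08). Rgs4, a regulator of G protein signalling, was higher by 4.09 (SE 0.20), complement C3 by 3.47 (SE 0.41) and Gpnmb, a transmembrane glycoprotein, by 2.94 (SE 0.23). Among the genes that fell most, Hs6st2, a heparan sulfate 6-O-sulfotransferase, had 1.15 ± 1.99 normalized counts in Gne KO and 815.5 ± 139.9 in WT cells. Col4a5, a basement membrane collagen chain, had 4.11 ± 5.50 and 700.4 ± 26.0, and Piezo2, a mechanosensitive channel, 2.99 ± 2.88 and 503.5 ± 140.0.

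In differentiated cells 611 genes were called, 106 higher and 505 lower in Gne KO. Fez1, a kinesin adaptor, was higher by a log2 fold change of 3.48 (SE 0.19, adjusted p = 7.66e-09), Hmcn1, the matrix protein hemicentin, by 2.55 (SE 0.13) and Dcn by 2.03 (SE 0.11). Gpnmb was again higher, by 2.06 (SE 0.22). Col4a5 had 1.83 ± 2.46 normalized counts in Gne KO and 1220 ± 15.8 in WT cells, Hs6st2 1.24 ± 0.43 and 561.6 ± 41.8, and Sfrp2, a secreted Wnt modulator, 2.24 ± 1.42 and 330.7 ± 32.9. Both states shared 356 called genes, 39 higher and 303 lower in both, where independent lists would share 74.5 (Fisher's exact test, one-sided, p = 5.89e-173), and 14 of opposite direction.

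In the proliferative state the log2 fold change rose with GC content across 10668 genes (Spearman 0.605, across genes, which are not independent replicates, against 0.145 in the differentiated state), and removal of a trend in GC content and transcript length left 1054 called genes, 331 higher and 723 lower. Scaling by library size alone called 280 higher and 1811 lower genes there and moved the median of all genes from −0.02 to −0.21.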

Using these parameters 627 genes were identified to be differentially expressed (DEG) between Sol8 Gne KO and Sol8 WT differentiated cells; 1900 DEG between Sol8GneKO and Sol8WT proliferative cells (Figure 6B). 

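Sarcomere genes were lower in Gne KO cells in both states. Of 58 tested members, 50 were lower and 1 was higher in the proliferative state (50 and 2 when adjusted over the list alone), and 55 were lower and 1 was higher in the differentiated state (the same counts adjusted over the list alone). The median log2 fold change was −3.67 in proliferative and −4.70 in differentiated cells. Ttn, the giant elastic protein titin, had 203.1 ± 126.2 normalized counts in Gne KO and 15680 ± 8481 in WT proliferative cells, a log2 fold change of −6.35 (SE 0.42, adjusted p = 1.87e-08 from limma), and −5.83 (SE 0.30, adjusted p = 5.37e-09) in differentiated cells. Acta1, skeletal muscle actin, was lower by −4.76 (SE 0.50) and −5.16 (SE 0.40), and Myom2, an M-line protein, by −3.67 (SE 0.28) and −3.82 (SE 0.21). Embryonic myosin heavy chain Myh3 had a log2 fold change of −5.75 (SE 0.71) in proliferative and −6.72 (SE 0.62) in differentiated cells, and cardiac actin Actc1 had −6.69 (SE 0.83) in differentiated cells. Tropomyosin Tpm1, the most abundant member that did not pass in proliferative cells, had a log2 fold change of 0.09 (SE 0.11, adjusted p = 0.47). The list was lower than other genes by camera (adjusted p = 1.1e-09 and 1.63e-38), or adjusted p = 0.594 and 0.164 with an estimated correlation.

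Cell cycle genes moved in opposite directions in the 2 states. Of 97 members, 55 were higher and 24 lower in Gne KO proliferative cells (the same counts adjusted over the list alone), with a median of 0.27, and 1 was higher and 45 lower in differentiated cells (2 and 49 adjusted over the list alone), with a median of −0.28. Ccnb2, a mitotic cyclin, was higher by 1.19 (SE 0.09, adjusted p = 4.75e-08) in proliferative and lower by −1.14 (SE 0.09, adjusted p = 4.27e-07) in differentiated cells. Ube2c, a ubiquitin-conjugating enzyme of mitotic exit, was higher by 1.07 (SE 0.08) in proliferative cells, while Casp8ap2, needed for histone gene expression in S phase, was lower by −1.97 (SE 0.13). The spindle proteins Dlgap5 and Tpx2 were lower by −0.77 (SE 0.09) and −0.68 (SE 0.08) in differentiated cells. Topoisomerase Top2a, with log2 fold changes of −0.12 (SE 0.11, adjusted p = 0.363) and −0.23 (SE 0.11, adjusted p = 0.146), did not pass in either state. By camera the list was higher in proliferative (adjusted p = 0.00414) and lower in differentiated cells (adjusted p = 3.44e-08), and the effect of genotype differed between the states (interaction, adjusted p = 6.51e-07), or adjusted p = 0.594, 0.176 and 0.501 with an estimated correlation.

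Among called genes of both directions together, the sarcomere list was enriched, with 41 of 54 members called in proliferative cells (6.58 by chance, Fisher's exact test, one-sided, adjusted p = 1.76e-25) and 47 in differentiated cells (2.13 by chance, adjusted p = 8.43e-58). The cell cycle list had 14 of 97 called in proliferative cells (11.8 by chance, adjusted p = 0.463) and 1 in differentiated cells (3.82 by chance, adjusted p = 1). Among genes with an adjusted p under 0.05, without the effect filter and with all tested genes as background, it had 79 of 97 in proliferative (53.7 by chance, adjusted p = 1.72e-06) and 46 in differentiated cells (22.9 by chance, adjusted p = 1.3e-06). That background also holds genes with a mean under 5, while all 97 members had at least 5, so this may in part reflect expression level. Without Gne KO proliferative replicate 1 the adjusted p of the cell cycle list in proliferative cells was 0.0981, and Top2a passed in both states (adjusted p = 0.0147 and 0.0301). After removal of the trend in GC content and transcript length, Ccnb2 (0.91 and −1.08) and Casp8ap2 (−1.04) no longer met the effect filter, Ube2c had 0.57 and Top2a had 0.39 (adjusted p = 0.00174) in proliferative and −0.28 (adjusted p = 0.0265) in differentiated cells. The cell cycle list then had 63 higher and 10 lower members in proliferative cells, with a median of 0.36 (camera, adjusted p = 2.35e-09, or adjusted p = 0.298 with an estimated correlation).

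**Figure D2:**
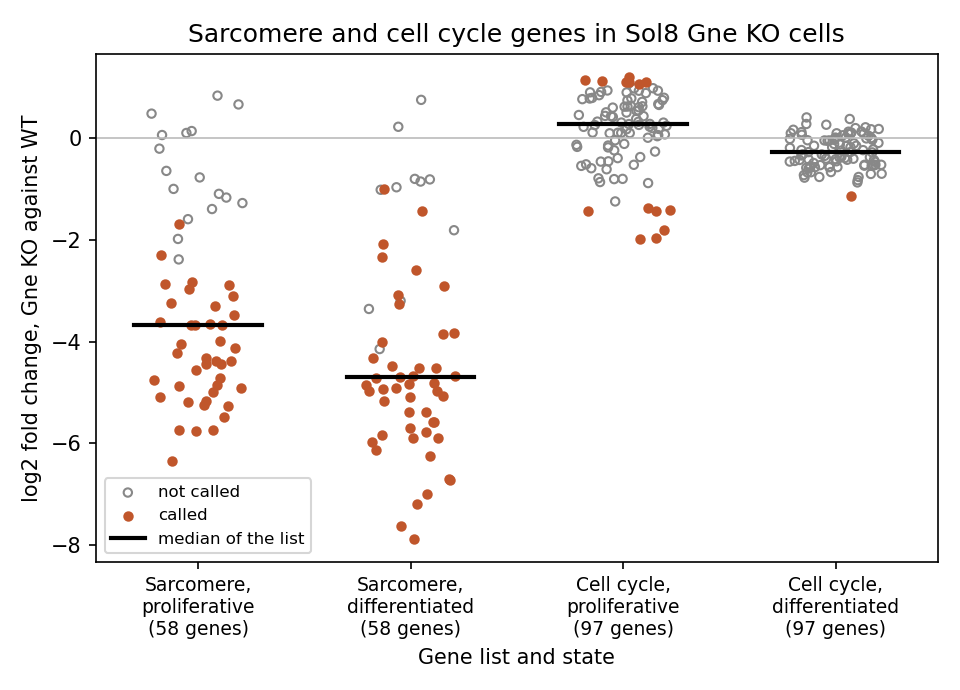
log2 fold change of Gne KO against WT cells (y axis) for each tested gene of the sarcomere list (58 genes) and the cell cycle list (97 genes) in both states (x axis, points spread sideways for display). Each point is 1 gene from 3 libraries per group, filled points are called genes, and bars are list medians (−3.67 and −4.70 for the sarcomere, 0.27 and −0.28 for the cell cycle). The sarcomere points lie mostly below 0 in both states, and the cell cycle points spread around 0.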

Further analyses of the DEG showed enriched pathways in the Gne KO proliferative and differentiated cells, including sarcomere organization and cell cycle (Figures 7A,B). In molecular and biological terms, the affected functions included cellular assembly and organization, cell death and survival.

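Cytoskeleton genes were mostly higher in Gne KO proliferative cells, where 47 of 69 tested members were higher and 10 lower (48 and 11 adjusted over the list alone), with a median log2 fold change of 0.61. In differentiated cells 6 were higher and 24 lower (7 and 28 adjusted over the list alone), with a median of −0.18. Stmn1, the microtubule-destabilizing protein stathmin, was higher by 1.16 (SE 0.08, adjusted p = 3.06e-08 from limma) in proliferative cells, and Pfn2, an actin-binding profilin, was lower by −2.03 (SE 0.11). The intermediate filament gene Nes was lower in both states, by −1.08 (SE 0.08) and −0.72 (SE 0.08), and neuronal tubulin Tubb3 was lower by −2.38 (SE 0.19) in differentiated cells. The list was higher than other genes in proliferative (camera, adjusted p = 1.54e-05) and lower in differentiated cells (adjusted p = 1.54e-04), or adjusted p = 0.594 and 0.460 with an estimated correlation. Once a trend in GC content and transcript length was removed, 38 members were higher and 12 lower in proliferative cells, with a median of 0.25 (camera, adjusted p = 5.27e-04, or adjusted p = 0.476 with an estimated correlation).

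Extracellular matrix genes went both ways. In proliferative cells 23 of 71 were higher and 23 lower (the same counts adjusted over the list alone), and in differentiated cells 20 were higher and 22 lower (20 and 24 adjusted over the list alone). The gelatinase Mmp2 was lower by −3.83 (SE 0.13) and −3.37 (SE 0.11) and the matricellular protein Thbs2 by −3.29 (SE 0.13) and −2.90 (SE 0.14). Timp3, a metalloproteinase inhibitor, was higher by 1.78 (SE 0.09) in proliferative cells and the stromelysin Mmp3 by 1.75 (SE 0.08) in differentiated cells. Called genes of this list numbered 22 of 66 in proliferative cells (8.05 by chance, Fisher's exact test, one-sided, adjusted p = 6.94e-05) and 14 in differentiated cells (2.60 by chance, adjusted p = 1.92e-06), with no shift of the list as a whole by camera (adjusted p = 0.868 and 0.551).

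Of 56 cell adhesion genes, 19 were higher and 18 lower in proliferative cells (20 and 18 adjusted over the list alone) and 12 were higher and 17 lower in differentiated cells (16 and 18 adjusted over the list alone). Integrin Itga3 was higher by 2.33 (SE 0.10) and Itga7, the main laminin-binding integrin of muscle, was lower by −1.38 (SE 0.10) in proliferative cells, while Nrcam was higher by 2.50 (SE 0.18) and Ncam1 lower by −1.15 (SE 0.09) in differentiated cells. Of 41 apoptosis genes, 20 were higher and 13 lower in proliferative cells and 6 were higher and 6 lower in differentiated cells (20 and 13, and 8 and 6, adjusted over the list alone), without a shift of the list by camera (adjusted p = 0.498 and 0.692). The BH3-only gene Pmaip1 was lower by −2.86 (SE 0.19) in proliferative cells, while in differentiated cells Bmf was higher by 1.01 (SE 0.13) and Bok lower by −1.39 (SE 0.22). Removal of the trend in GC content and transcript length brought Stmn1 to 0.75, which no longer met the effect filter. It brought the caspase inhibitor Xiap in proliferative cells from −1.38 (SE 0.12) to 0.12 (adjusted p = 0.166).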

**FIGURE 7:**
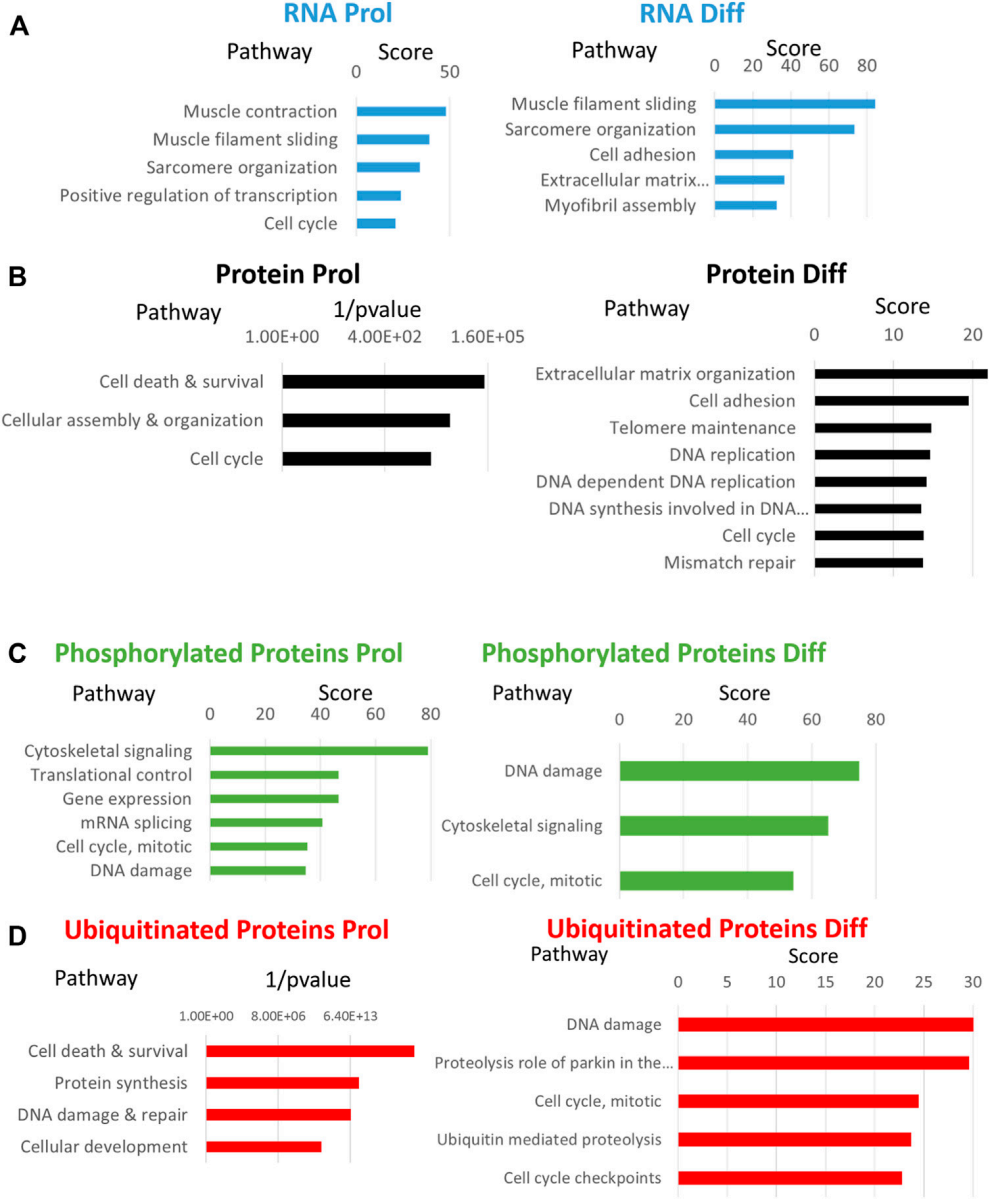
Enriched processes in Sol8 Gne KO versus Sol8 WT cells. Major enriched pathways in proliferative (Prol) and differentiated (Diff) Sol8 cells for RNA expression **(A)**, protein expression **(B)**, phosphorylated proteins **(C)** and ubiquitinated proteins **(D)**. Enrichment pathways represented were obtained with the GeneAnalytics software except for enrichment of proteins **(B)** and of ubiquitinated proteins **(D)** in the proliferative cells that were generated by the IPA software.

#### 3.6.2 Proteomics

Proteomics comparisons were performed between Sol8 GneKO and WT cells at both states, proliferation and differentiation (Figure 6C). To note, among the 4,857 proteins identified in the LC MS/MS process, the Gne protein was not detected in either the WT or the Gne KO cells, most likely because of the low expression levels of the protein. Enriched pathways among differentially expressed proteins in the proliferative and the differentiated state, pointed to the processes already found at the transcriptomic level, such as cellular and extracellular assembly and organization, and cell cycle (Figures 7C,D).

Interestingly, processes involving DNA damage and repair were also enriched in the Gne KO differential expressed proteins at the differentiated state. In an attempt to “capture” the primary effects of Gne lack in the cells, we looked at the common differentially expressed genes and proteins both in the proliferative and in the differentiated cells. 

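The RNA of 15 genes that the study selected from these libraries and from its protein data is given here for both states, so their directions are not independent evidence. In proliferative cells 3 passed as higher in Gne KO and 11 as lower (3 and 12 adjusted over the list alone), and the counts in differentiated cells were the same. Fhl1, a LIM-domain protein of muscle, had a log2 fold change of −3.67 (SE 0.12, adjusted p = 3.21e-11 from limma) in proliferative and −5.31 (SE 0.19, adjusted p = 1e-10) in differentiated cells. Cavin2, a caveolar coat protein, was lower by −3.70 (SE 0.15) and −2.67 (SE 0.13), embryonic myosin light chain Myl4 by −3.48 (SE 0.41) and −4.86 (SE 0.39), and Arhgdib by −1.99 (SE 0.17) and −3.51 (SE 0.25). Periostin (Postn) had 7375 ± 467.0 normalized counts in Gne KO and 33780 ± 2904 in WT proliferative cells, a log2 fold change of −2.19 (SE 0.09), and −0.99 (SE 0.10) in differentiated cells. Collagen Col1a1 had −1.86 (SE 0.12) and −0.37 (SE 0.12), transgelin (Tagln) −0.59 (SE 0.15) and −1.95 (SE 0.16), and the carbonyl reductase Cbr1 −2.12 (SE 0.30) and −3.26 (SE 0.33).

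Jakmip2 was higher in both states, with 1.99 (SE 0.23) and 1.71 (SE 0.20), as was the aldehyde dehydrogenase Aldh3a1, with 2.44 (SE 0.17) and 0.95 (SE 0.15). The directions differed between the states for the guanine deaminase Gda, with −0.89 (SE 0.18) and 1.22 (SE 0.13), and for thymidine kinase Tk1, with 0.91 (SE 0.12, adjusted p = 9.66e-06) and −0.39 (SE 0.13, adjusted p = 0.0383). Cenpv had −0.69 (SE 0.18) and −1.27 (SE 0.21). The tetraspanin Cd82 had −0.50 (SE 0.17, adjusted p = 0.0175) and −0.67 (SE 0.16, adjusted p = 0.00675). Susd6, a p53 target, did not pass in either state, with −0.16 (SE 0.08, adjusted p = 0.0798) and −0.19 (SE 0.07, adjusted p = 0.0688). It passed in proliferative cells with median-of-ratios (adjusted p = 0.0334) or upper-quartile factors (adjusted p = 0.0212), library size alone (adjusted p = 0.000816), no filter on low counts (adjusted p = 0.0429) or a filter by expression (adjusted p = 0.0108), in differentiated cells with only the 6 libraries compared (adjusted p = 0.0018) or sample quality weights (adjusted p = 0.000558), and in both states without Gne KO proliferative replicate 3 (adjusted p = 0.0252 and 0.0348) or with the trend in GC content and transcript length removed (adjusted p = 0.000317 and 0.0315), so its result depends on the setting. Cd82 in proliferative cells had −0.26 (adjusted p = 0.0999) without WT proliferative replicate 1 and −0.33 (adjusted p = 0.0964) without Gne KO proliferative replicate 1, and in differentiated cells Tk1 (adjusted p = 0.062 to 0.158) and Col1a1 (adjusted p = 0.0798 to 0.142) no longer passed without any 1 differentiated library other than WT replicate 3. Nor did they there with library size alone (adjusted p = 0.0552 and 0.0619) or no filter on low counts (adjusted p = 0.103 and 0.0836). Tk1 also failed with the replicate number as a block (adjusted p = 0.0543). Col1a1 failed without Gne KO proliferative replicate 2 (adjusted p = 0.0576) and on log CPM with a mean-variance trend (adjusted p = 0.0641). With the trend in GC content and transcript length removed, Gda in proliferative cells had −0.29 (adjusted p = 0.137), and Postn (−0.75 and −0.95) no longer met the effect filter, while Cd82 (−1.01) and Tagln (−1.03) met it in proliferative cells. There Cenpv had −1.27, Jakmip2 2.93 and Tk1 0.54.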

A list of 15 genes came out of this analysis (Figure 6D), comprising mostly genes involved in cytoskeleton and myofibrillar organization -such as Fhl1, Gda, Jakmip2, Tagln, Postn, adrhgdib- and in cell cycle and DNA damage, such as Susd6, Tk1, Cd82, Cbr1 (Table 1).

**TABLE 1:** Common genes and proteins differentially expressed at both proliferative and differentiated states.

Gene Name	RNA Seq				Proteomics			
	^a^Diff.log2		^b^Prol.log2		^a^Diff.log2		^b^Prol.log2	
	FoldChange	padj	FoldChange	padj	FoldChange	*p* value	FoldChange	*p* value
Aldh3a1	0.954	0.000	2.409	0.000	1.660	0.002	4.101	0.001
Arhgdib	−3.517	0.000	−1.956	0.000	−5.801	0.037	−8.284	0.000
Cavin2	−2.659	0.000	−3.743	0.000	−3.686	0.000	−7.484	0.000
Cbr1	−3.102	0.000	−2.194	0.000	−6.406	0.000	−6.264	0.000
Cd82	−0.681	0.000	0.557	0.005	−1.799	0.000	−1.885	0.000
Cenpv	−1.297	0.000	−0.692	0.002	−1.242	0.007	−1.125	0.013
Col1a1	−0.383	0.027	−1.915	0.000	−5.100	0.000	−5.956	0.001
Fhl1	−5.339	0.000	−3.708	0.000	−8.177	0.004	−10.396	0.000
Gda	1.203	0.000	−0.952	0.000	−5.100	0.000	−8.798	0.000
Jakmip2	1.700	0.000	1.966	0.000	9.914	0.000	−5.885	0.000
Myl4	−4.869	0.000	−3.610	0.000	−6.543	0.000	−3.981	0.000
Postn	−1.008	0.000	−2.236	0.000	−5.273	0.000	−5.026	0.001
Susd6	−0.205	0.038	−0.201	0.021	−6.396	0.000	−5.956	0.000
Tagln	−1.965	0.000	−0.632	0.000	−1.313	0.000	−1.591	0.000
Tk1	−0.406	0.020	0.884	0.000	4.610	0.017	1.164	0.023

a Log2 fold change between differentiated Sol8 Gne K0 and WT cells.

b Log2 fold change between proliferative Sol8 Gne KO and WT cells.

A more comprehensive proteomics analyses followed to include phosphoproteomics and ubiquitination data. As a whole, 1,209 proteins were differentially phosphorylated in the Sol8 Gne KO differentiated cells-1,148 were down phosphorylated - and 713 in the proliferative Sol8 Gne KO cells. Differentially ubiquitinated proteins between the differentiated Sol8 cells included 588 proteins, and 277 were accounted for between the proliferative cells. Notably, enrichment analyses of the differentially phosphorylated and also ubiquitinated proteins in the Sol8 Gne KO cells pointed to the involvement of processes very similar to the ones enriched in the general proteomics and transcriptomics analyses, mostly cell cycle and DNA repair related processes (Figures 7E–H). Interestingly, the proteins involved in DNA damage/repair such as Tp53bp1, BRCA1, MDC1, RIF1, Xrcc1, and Xrcc5 were hyperphosphorylated in the Sol8Gne KO cells. Notably, Brcc3 was downregulated in Sol8 Gne KO cells and indeed hyperubiquitinated (Table 2).

**TABLE 2:** Differentially phosphorylated and ubiquitinated proteins involved in the DNA damage/repair pathway.

Phosphorylation			Proteomics			Ubiquitination	
Protein	*p*-value	^a^Foldchange (log2)	Protein	*p*-value	^a^Foldchange (log2)	*p*-value	^a^Foldchange (log2)
Tp53bp1	0.0382	5.4373	Brcc3	0.0477	-0.168	0.01	1.34
Brca1	0.0076	1.6941					
Mdc1	0.0001	5.9756	**Ubiquitination**				
Rif1	0.0000	5.3030	Protein	*p*-value	^a^Foldchange (log2)		
Xrcc1	0.0000	6.3098	H2afx	0.00	−1.22		
Xrcc5	0.0144	1.1170					
H2afy	0.0298	1.4906					

a Log2 fold change between Sol8 Gne KO and WT cells

### 3.7 Validation of the DNA damage/repair process

The DNA damage/repair process unravelled here by the multi-omics analyses would be a novel mechanism related to Gne. In response to DNA double strand breaks, the histone variant H2AX is phosphorylated by DNA damage sensor kinases generating γ-H2AX at the break site (Kinner et al., 2008). This phosphorylation event is critical for sustained recruitment of other proteins to repair the break. The p53BP1 protein is also a key DNA repair factor (Williams and Schumacher, 2016). To validate the results related to this pathway, we tested p53BP1 expression by immunofluorescence staining of Sol8 Gne KO and WT cells (Figure 5G), which showed a stronger signal in Sol8 Gne KO cells. Using image analysis software (Image-Pro Plus 7) for γ-H2AX expression, the area and intensity of the staining signal were quantified (Figure 5H). The results showed that the γ-H2AX signal (area and intensity) was indeed higher in the Sol8 GneKO cells compared to the WT cells. FACS analyses supported this trend (Figure 5I). To note, the H2AX protein was found to be less ubiquitinated in Sol8 Gne KO compared to WT cells (Table 2).

## 4 Discussion

GNE myopathy pathophysiology has not been elucidated yet, in spite of the knowledge accumulated on GNE protein function as a bifunctional key enzyme in the biosynthesis pathway of sialic acid. Among the obstacles to the understanding of the disease mechanism is the lack of a reliable antibody for GNE detection in tissues, and the lack of an animal model that recapitulates the disease symptoms. Only one study in 2005 examined tissue distribution of the Gne protein and showed that the highest expression of Gne was in the liver with moderate levels in kidney and spleen (Krause et al., 2005). These findings could not be corroborated later, in experiments using Gne mutated mice, because all available antibodies since, used for tissue expression, can only detect high levels of Gne, that certainly were not present in the different skeletal muscles. All additional information on Gne expression comes from RNA profiling. Data from the Mouse ENCODE transcriptome database (https://www.encodeproject.org/comparative/transcriptome/) and from studies performed on *Gne* expression at the RNA levels, showed the highest levels in liver and the lowest expression levels in heart and various skeletal muscles. Lately, genome editing technologies have been broadly applied to introduce different genes or sequences at precise sites in the genome of cells or living animals. Here we have taken advantage of the genome editing technology Crispr/Cas9 to incorporate a FLAG tag precisely before the stop codon of the *Gne* gene in mice. By this means we have shown that GneFLAG protein expression on various murine tissues shows a similar pattern in direct correlation with the reported RNA levels. In addition we have shown an age dependent expression of Gne protein, higher at younger age and declining thereafter, consistent with the known high need of sialic acid at the fetal stages of development in all organisms (Schwarzkopf et al., 2002). We believe our findings are genuine and not as a result of off target mechanisms, since at the molecular level one of the main parameters for gRNAs design and selection was the absence of potential non specific targets. Furthermore we have minimized any unpredicted allele impairment since the characterized mouse lineage was the result of four generations of consecutive breedings in between the different Gne^FLAG^ founder mice, which maximize haplotype diversification. The generation of Gne^FLAG^ mice as presented in this study allows a precise assessment of Gne protein expression in all tissues, thus it could be used as a platform for a thorough elucidation of Gne protein levels and functions in different mice models. Indeed the generation of Gne mutated mice and of conditional muscle Gne KO mice using the Gne^FLAG^ mouse as the initial target are in progress in our laboratory.

In parallel with these *in vivo* studies, we have generated a lineage of murine muscle Sol8 cells knocked out for the *Gne* gene, and characterized these Gne KO cells for various altered molecular processes and biological pathways. Understanding the effect of *Gne* gene mutations on molecular pathways in the muscle cell can help to understand the mechanism of the disease. To date, only very mild effects in molecular pathways were observed in muscle cells from patients. Therefore, we reasoned that in identical systems, differing only by the presence/absence of GNE, there is a better chance to see significant changes in processes related to the *GNE* gene. Further, *Gne* knock out cells might unravel the mechanism that leads from *GNE* mutation to the myopathy. We chose to use Sol8 cells -a mouse myogenic cell isolated from primary cultures of soleus muscle- and not C2C12 cells (immortalized mouse myoblast cell line), which is commonly used in studies on muscle cells (Tang et al., 2018; Hwang et al., 2019), because C2C12 are immortalized cells with many chromosomal aberrations, in particular they are tetraploid for chromosome 4, thus contain four alleles of the *Gne* gene, while Sol8 cells are diploid, and present normal karyotype. To achieve our goal, the KO of the *Gne* gene should occur in all alleles, which, when using the Crispr/Cas methodology, will be easier to perform in diploid cells. In order to perform the KO of the *Gne* gene we used the Crispr/Cas9 genome editing method to disrupt the target gene, shifting the reading frame, which can result into an early stop codon (Kuscu et al., 2017; Manghwar et al., 2019; Yang and Huang, 2019). Exon 3 was chosen as a cleavage target for Crispr/Cas9 system, based on previous studies showing that knocking out exon 3 of *Gne* is enough to knock out the whole gene (Schwarzkopf et al., 2002; Malicdan et al., 2007). To increase the efficiency of the process to get homozygote KO, three gRNAs were designed in order to target three different sites at exon 3, taking in consideration that any alteration within these sites and even deletion of complete fragments, will lead to premature stop codons in the Gne frame. This strategy proved to be very efficient since among the 40 clones examined all showed sequence changes, mostly with deletions of different sizes located at the exon 3 targeted sites.

Among those relevant clones, we found at least two clones with homozygote deletions causing a frame shift which resulted in the generation of three premature stop codons close downstream: one clone with a 43 bp deletion as a result of the cleavage at the target sites of gRNA1 and gRNA2 and the second clone with a 305 bp deletion as a result of the cleavage at the target sites of gRNA1 and gRNA3 (and probably also of gRNA2). In order to verify that the specific deletions did not cause a change in the splicing signals in the *Gne* gene, we sequenced the cDNA of these clones and assessed that first, the relevant deletion is present in the cDNA, and second, that the junction areas between exon 2 and exon 3, between exon 3 and exon four and between exon four and exon 5 are intact, thus lowering the possibility that the Crispr/Cas9 manipulation has altered the splicing properties in the mutated RNA.

Another issue to address when genome editing cell cultures, is the risk of having a mixed population of both WT and knocked out cells. Indeed the selection of our clones was done according to their puromycin resistance. This selection addresses the transfection efficiency of the PX459 vector solely, but does not select for cells where the DNA was efficiently cleaved or those having premature stop codons as a result of deletions. Therefore, we can expect to have isolated clones with a mixture of cells, carrying the desired change but also cells with either different changes (that would not cause a genetic KO in our case) or even WT cells. Although the PCR products and subsequent sequencing showed a quite “clean” sequence background, thus indicating that at least the majority of the cells analyzed carry the relevant DNA sequence, it does not rule out that a small proportion of the cells does not. This could be important when examining the different features of the Sol8 Gne KO cells versus the WT cells, since the “dramatic” effects we are looking for could be attenuated by the presence of non Gne KO Sol8 cells. To evaluate the extent of the Gne KO genotype in the Sol8 cells population, whether our Gne KO clones are contaminated with WT cells, the strategy we followed was not only to check the sequence between the expected deletion site to validate the deletion itself, but rather to try and detect the cells that do not carry the deletion. For this purpose, we performed a PCR assay using a primer forward on intron 2 with a reverse primer located inside the deletion site, for each clone. The absence of a PCR product will suggest that there are very few or no WT contaminating cells in the clone. Indeed the results showed that in the clone carrying the 305 bp deletion, there were also cells that did not have the deletion. However, in the 43 bp deletion clone no PCR product was obtained, indicating that this clone contains a vast majority of cells with the deletion and very few, if any, contaminating WT cells. This was confirmed by the lack of staining in Gne KO cells with a Gne antibody able to detect Gne in WTcell cultures. After this verification, we continued our studies with this clone only. To our knowledge, this is the first muscle cell lineage which is KO for the *Gne* gene. The next step of the study was to assess the basic properties of these cells and to look for various molecular processes that could have been impaired.

In contrast to previous studies performed on human myoblast’ cultures derived from GNE Myopathy patients carrying the M743T mutation, which reported no differences in their proliferation potential compared to control myoblasts (Amsili et al., 2007), our results showed that murine Gne KO cells had a defect in cell cycle. A possible reason for this discrepancy could be the fact that the previous study was done on human muscle cells and this present study is performed on mouse cells. However, a more likely reason could be the fact that the M743T missense mutation has a relatively moderate effect on the proliferation of the cells. In contrast, the effect of knocking out the whole protein can be more pronounced. Thus, this result justifies our strategy to use Gne KO cells for our studies.

As expected, transcriptome and proteomic analyses revealed many genes and proteins differentially expressed between the Gne KO and WT cells, at both the proliferative and the differentiated states. Enrichment softwares pointed mostly towards the involvement of these genes in sarcomere and cytoskeleton organization in both the proliferative and the differentiated states, in RNA as well as protein expression. First, it is worth to note that there was a strong overlap between the pathways revealed for RNA expression and those represented in proteins. This is not always obvious, because of several reasons: first, the technology for the detection of RNA and peptides is completely different; in addition the level of expression in RNA and proteins is also completely different, so that it is not obvious that the molecules detected in RNA will also be detected as peptides and then proteins. The fact that in both analyses, the same main pathways are enriched basically reinforces the reliability of the findings.

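Regulators of the myogenic program were lower in Gne KO cells. Of 27 tested members, 3 were higher and 14 lower in proliferative cells (3 and 15 adjusted over the list alone), and 1 was higher and 17 lower in differentiated cells (1 and 19 adjusted over the list alone). Median log2 fold changes were −0.94 and −1.31. After removal of a trend in GC content and transcript length, 5 were higher and 15 lower in proliferative cells, with a median of −0.52 (camera, adjusted p = 0.00326, or adjusted p = 0.476 with an estimated correlation). Dysferlin (Dysf), a protein of membrane repair, had 1.40 ± 0.50 normalized counts in Gne KO and 194.6 ± 52.0 in WT proliferative cells, and 6.73 ± 2.11 and 312.6 ± 33.02 in differentiated cells. Mymk, which drives myoblast fusion, fell in differentiated cells by 4.98 on the log2 scale (SE 0.46, adjusted p = 1.19e-06 from limma). The transcription factor Mef2a fell by 2.31 (SE 0.14) in proliferative cells. Id1, which inhibits myogenic bHLH factors, was higher by 1.75 (SE 0.15) in proliferative cells, and its relative Id3 had −3.40 (SE 0.31) in differentiated cells.

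Genes of excitation, calcium handling and the neuromuscular synapse fell too, with 1 higher and 23 lower of 28 in proliferative cells (the same counts adjusted over the list alone) and none higher and 24 lower in differentiated cells (1 and 25 adjusted over the list alone). Their medians were −2.58 and −2.95. The acetylcholine receptor subunit Chrna1 had −2.997 (SE 0.27) and −3.24 (SE 0.26) in the proliferative and differentiated state, Chrnd had −2.88 (SE 0.21) in the proliferative state, and Chrng had −4.10 (SE 0.31) in the differentiated state. The calsequestrins Casq2 and Casq1, calcium-binding proteins of the sarcoplasmic reticulum, had −5.49 (SE 0.45) and −4.21 (SE 0.34) in differentiated cells. By camera the adjusted p was 0.0113 and 9.94e-11 for the myogenic regulators and 2.75e-06 and 2.25e-18 for the excitation genes, in the proliferative and differentiated state. With an estimated correlation the adjusted p was 0.594 for both lists in the proliferative state, and 0.149 and 0.176 in the differentiated state.

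Some markers of other cell types moved in differentiated cells as well, with lower endothelial (median −1.14 over 9 genes, camera, adjusted p = 0.00374, or adjusted p = 0.149 with an estimated correlation) and smooth muscle markers (median −0.78 over 12 genes, adjusted p = 5.24e-04, or adjusted p = 0.176 with an estimated correlation). The other lists did not pass by camera. Their medians were positive for fibroblast (0.09), adipocyte (0.14) and bone and cartilage markers (0.51) and negative for immune (−0.38) and neural markers (−0.60). Fibroblast markers were enriched among genes called higher. From the genes called in each state the paper named sarcomere organization and cell cycle among the enriched pathways (Figures 7A,B), and it took the genes and proteins changed in both states (Table 1) as candidates for the primary effects of the lack of Gne.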

Our results show that Gne has a role in biological and molecular pathways involved in the organization of murine muscle tissue. Indeed adult muscle is the result of very well orchestrated and synchronized processes where the myoblasts differentiate to myofibers which eventually will get organized as functional muscle fibers (Kuang et al., 2007). These results are in agreement with previous proteomics studies on human muscle cells of GNE Myopathy patients (Sela et al., 2011), although in those studies the effect was much milder. The involvement of GNE in these processes could explain the fibers’ atrophy in the muscles of the affected patients, as also seen in zebrafish depleted from gne (Daya et al., 2014). 

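Genes that regulate the cell cycle went both ways in Gne KO proliferative cells, with 15 of 27 higher and 9 lower (the same counts adjusted over the list alone), and in differentiated cells 1 was higher and 9 lower (the same counts adjusted over the list alone). Cyclin Ccnd2 had 3.09 ± 1.89 normalized counts in Gne KO and 165.9 ± 43.8 in WT proliferative cells, and 5.68 ± 0.69 and 203.7 ± 34.7 in differentiated cells. The CDK inhibitor Cdkn1c fell by 5.59 on the log2 scale (SE 0.76, adjusted p = 6.01e-05 from limma) in differentiated cells. Another CDK inhibitor, Cdkn2c, was higher by 0.95 (SE 0.08) and the retinoblastoma gene Rb1 was lower by −1.43 (SE 0.17) in proliferative cells. By camera the list had an adjusted p of 0.498 in proliferative cells and was lower in differentiated cells (adjusted p = 0.0466, or adjusted p = 0.195 with an estimated correlation).

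Of 91 DNA repair genes, 41 were higher and 31 lower in proliferative cells (41 and 34 adjusted over the list alone), with a median of 0.14, and 9 were higher and 7 lower in differentiated cells (6 and 7 adjusted over the list alone), with a median of 0.00. Called genes numbered 9 in proliferative cells (11.1 by chance, Fisher's exact test, one-sided, adjusted p = 0.869) and 0 in differentiated cells (3.59 by chance, adjusted p = 1). Without the effect filter and with all tested genes as background, 72 passed in proliferative cells (50.4 by chance, adjusted p = 1.59e-05) and 16 in differentiated cells (21.5 by chance, adjusted p = 0.96). Rif1, which acts with p53bp1 at double strand breaks, had 560.6 ± 235.4 normalized counts in Gne KO and 2710 ± 156.0 in WT proliferative cells, a log2 fold change of −2.34 (SE 0.17, adjusted p = 4.65e-08), and one of 0.06 (SE 0.16, adjusted p = 0.841) in differentiated cells. The gene of histone H2AX (H2afx) was higher by 1.17 (SE 0.12) and the flap endonuclease Fen1 by 1.09 (SE 0.09) in proliferative cells, while Brcc3, a deubiquitinase of the BRCA1 complex, was lower by −1.31 (SE 0.11). The p53bp1 gene (Trp53bp1) had a log2 fold change of 0.14 (SE 0.10, adjusted p = 0.253) in proliferative cells, or 0.29 (adjusted p = 0.00472) without WT proliferative replicate 1. By camera the repair list had an adjusted p of 0.498 in proliferative and 0.701 in differentiated cells.

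Targets of p53 were lower in proliferative cells, with 8 of 30 higher and 14 lower (the same counts adjusted over the list alone), a median of −0.20 and an adjusted p of 0.0492 by camera, or adjusted p = 0.594 with an estimated correlation. In differentiated cells 4 were higher and 7 lower (6 and 8 adjusted over the list alone), with an adjusted p of 0.742. The receptor Eda2r fell by 2.22 (SE 0.12) in proliferative cells. In differentiated cells the CDK inhibitor Cdkn1a was lower by −0.95 (SE 0.15, adjusted p = 2.68e-04) and the antiproliferative gene Btg2 by −1.58 (SE 0.16). With the trend in GC content and transcript length removed, Brcc3 in proliferative cells had 0.17 (adjusted p = 0.149), Trp53bp1 had 0.41 (adjusted p = 0.00216), and Rif1 (−1.07), Rb1 (−0.68), H2afx (0.61) and Fen1 (0.64) no longer met the effect filter. Eda2r then had −1.42 and Cdkn2c 0.43, and the p53 targets had 2 higher and 16 lower members in proliferative cells (median −0.28, camera, adjusted p = 3.33e-04, or adjusted p = 0.399 with an estimated correlation).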

More unexpectedly, we also found that in Sol8 Gne KO cells the differentially expressed genes and proteins were significantly enriched for cell cycle and DNA damage/repair mechanisms. These specific pathways were also emphasized among the 15 differentially expressed molecules common to RNA and proteins, both at the proliferative and the differentiated state. Further, phosphorylation and ubiquitination analyses of the proteome in Sol8 Gne KO compared to Sol8 WT cells also point to enrichment of the very same cell cycle and DNA damage/repair pathways in the cells lacking Gne. This finding could also be precisely validated by staining with γH2AX and p53bp1, both hallmarks of this pathway, showing an actual increase in DNA double strand breaks in Sol8 Gne KO cells. This is the first report for such finding, which implies a role for Gne in the regulation of the cell cycle through the DNA damage-repair pathway. This could explain the cell cycle arrest (the long G0/G1 state) and the morphology observed in the Sol8 Gne KO cells (Barr et al., 2017; Krenning et al., 2019). This novel function of Gne in the cell could also be part of the GNE Myopathy disease mechanism. Impairment of the DNA damage/repair pathway could affect the continuous regeneration of muscle tissue, progressively resulting in muscle weakness and eventually leading to muscle atrophy The possibility that the DNA damage/repair pathway had been unspecifically activated following Cas9 activity is very unlikely since the cells were tested (by transcriptomics, proteomics and by staining) after broad expansion of the generated Gne KO Sol8 lineage, thus most likely after the complete disappearance of the original PX459 transfected plasmid producing the Cas9 protein. In addition, we have seen that supplementation of Gne in the cells rescues, at least partially, their phenotype. It is important to note that these studies have been performed on cells cultured in the presence of fetal bovine serum (when analyzed at the proliferative state at least), that is in the presence of sialic acid. Therefore the described findings can be assigned more directly to the lack of Gne specifically, and not to the absence of sialic acid. The only well-established known function of GNE is its key role in the sialic acid biosynthesis pathway. We have specifically looked at the molecular expression profile of the genes involved in this pathway (data not shown). A set of 30 genes included the five enzymes directly involved in the intracellular sialic acid metabolism (GNE, NANS, NANP, CMAS, and CMAH), two transporters that translocate CMP-sialic acid into the Golgi (SLC35A1 and SLC35A3), 21 sialyltransferases active in incorporation of sialic acid on sugar chains, UAP1, the enzyme leading to the synthesis of UDP-GlcNac, a step before the epimerase activity of GNE, and NAGK, a kinase which can also use UDP-N acetyl mannosamine as a substrate, thus competing with the kinase activity of GNE in the cell. Those enzymes were detected only at the RNA levels, but not in our proteomic studies. The only gene that changed significantly was St8sia2 (with a log2 fold change of −2.5), a sialyltransferase which incorporates sialic acid from CMP-sialic acid to N-linked oligosaccharides and glycoproteins, and is probably also involved in the production of polysialic acid (PSA). It could be that St8sia2 is more sensitive to the level of substrate than the other sialyltransferases (since it has to synthesize long polymers of sialic acid) and can sense more efficiently even a slight penury in sialic acid substrate, subsequently reducing its own expression. Indeed we also see in our cells a strong decrease in PSA. Therefore, it seems that as a whole, the absence of Gne in cultured cells does not affect directly the level of expression of all other molecules involved in neither the sialic acid biosynthesis nor the sialylation of the various glycoconjugates.

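The list tested here holds the 9 genes that the paper names and the 20 sialyltransferase genes of the mouse, of which 22 in all had enough counts. St8sia2, a polysialyltransferase gene on chromosome 7 of GRCm38 from 73939119 to 74013690, had 75.6 ± 23.0 normalized counts in Gne KO and 429.7 ± 368.9 in WT proliferative cells, and 3.51 ± 0.77 and 96.9 ± 9.04 in differentiated cells. Its log2 fold change was −2.29 (SE 0.51, adjusted p = 0.00117 from limma) in proliferative and −4.63 (SE 1.22, adjusted p = 0.0117) in differentiated cells, and the gene was called in both states. The call in proliferative cells rests on WT proliferative replicate 1 (855.6 normalized counts, against 219.9 and 213.5 in replicates 2 and 3), since without that library St8sia2 had −1.57 and no longer met the effect filter. In proliferative cells 11 genes of the list passed the test (11 adjusted over the list alone) and 4 were called. Besides St8sia2 these were Cmah, the CMP-sialic acid hydroxylase, with −2.33 (SE 0.35, adjusted p = 3.42e-05), the Golgi nucleotide sugar transporter Slc35a3, with −1.31 (SE 0.15, adjusted p = 3.55e-06), and the sialyltransferase St3gal2, with 1.20 (SE 0.08, adjusted p = 2.66e-08). Cmah was no longer called without Gne KO proliferative replicate 3, Slc35a3 without Gne KO proliferative replicate 2, and St3gal2 with library size alone. The sialyltransferase St6galnac6 (1.06, SE 0.10) was called too without WT proliferative replicate 2 (1.08), without Gne KO proliferative replicate 1 (1.19), without both of WT and Gne KO proliferative replicate 1 (1.18) and with sample quality weights (1.11). In differentiated cells 7 passed (8 adjusted over the list alone) and 1 was called. As a whole the list did not differ from other genes by camera (adjusted p = 0.433 and 0.949). With the trend in GC content and transcript length removed, Cmah (−1.28, adjusted p = 0.00209) and St3gal2 (0.80, adjusted p = 2.07e-07) no longer met the effect filter, Slc35a3 had −0.17 (adjusted p = 0.26), and St8sia2 was still called in both states.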

Indeed the novel role of GNE in cell cycle and DNA damage/repair mechanisms could also contribute to the progressive atrophy of the muscle fibers. Although GNE Myopathy is caused by missense mutations, Gne KO muscle cells might reveal GNE specific functions in muscle that could contribute to the understanding of the pathophysiology of GNE Myopathy. All these findings demand further investigation in patients’ cells to determine their precise mechanism and their relevance to muscle function and to the muscle-restricted pathology of GNE Myopathy.

## 5 Summary

CRISPR/Cas9 is an essential genomic tool for precise editing, facilitating development of disease models and even genetic therapies. In these studies we have used this method to establish a Gne^FLAG^ mouse lineage and a mouse muscle cell lineage knocked out for the *Gne* gene. These models allowed a better evaluation of the expression of *Gne* and of its role in various biological and molecular processes in the muscle cell as well as to assess the involvement of Gne in sarcomere organization. Along with the observation of Gne protein decrease with age in mice, for the first time we describe a role of the *Gne* gene in the cell cycle and DNA damage/repair pathways. Further studies based on these results could dissect the mechanism of this function more precisely. In particular this feature should be evaluated in muscle cells of GNE Myopathy patients. Certainly the combination of genome editing techniques, that are becoming more standardized, and multi-omics analyses is a powerful tool to open new avenues for the understanding of the mechanisms of GNE and GNE Myopathy.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE202046 (RNA-sequencing); ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD03398 (Proteomic)

How the deposited data were processed for this re-analysis (not part of the article)

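RNA sequencing was analysed for 12 libraries of the mouse myoblast line Sol8, with 3 libraries each of WT and Gne KO cells in the proliferative (10% FCS) and the differentiated (2% horse serum) state. The labels of the samples call the 3 libraries of a group biological replicates, and the paper states that RNA was extracted from 3 independent cultures and in triplicates. P-values measure a spread between these libraries that is pooled over the 4 groups. All libraries come from 1 line or 1 clone of it. Whether the 3 libraries of a group are 3 cultures or 3 extracts is not decided by the wording of the labels and the paper. The Gne KO libraries come from 1 clone with a deletion of 43 bp in exon 3. Each library was assigned to its group from the labels of the samples, which match the column names of the authors' table. The proteomic, phosphoproteomic, ubiquitination and imaging experiments of the paper were not analysed here.

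The authors trimmed single-end reads of a stranded mRNA library, aligned them to GRCm38 and counted them per gene. The submitters' processing notes name cutadapt 1.18, TopHat2 2.1.1, HTSeq 0.6.1 and DESeq2 1.22.1, and how the counting treated strand is not given in the sources used here, so values of overlapping and antisense genes are uncertain. The authors deposited a single table with the raw count per gene and library, normalized counts, and the log2 fold change and the adjusted p-value of 4 comparisons from their own DESeq2 analysis. It lists 54838 genes. A question mark stands in place of all raw counts for 6252 of these, and in place of the normalized counts and test results for genes with fewer than 10 counts over all libraries. Raw counts of the other 48586 genes are whole numbers of at least 0. Because of the question marks the columns were classed as a mixed unit and not as plain counts, and the quasi-likelihood count test planned before the data were examined was replaced by limma's voom test on the same raw counts. The deposited normalized counts, log2 fold changes and p-values entered no test and serve only for comparison with the authors' calls.

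Genes with at least 10 counts over all libraries were kept, as in the paper's methods, which left 20415 genes. Library sizes were scaled by TMM factors computed in base R with 30% of log ratios and 5% of mean levels trimmed. The 4 groups were fitted together with voom in limma 3.58.1 (R 4.3.3), with contrasts of Gne KO against WT in each state, of differentiated against proliferative cells in each genotype, and of the interaction of genotype and state. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested. A gene was called at an adjusted p under 0.05, a mean normalized count of at least 5 and an absolute log2 fold change above 7.5 divided by the square root of that mean, plus 0.9, which are the limits of the paper's methods. The 15497 genes with a mean of at least 5 were the background of Fisher's exact test for lists among called genes. At these depths the median standard error of a log2 fold change of Gne KO against WT was 0.108 in the proliferative and 0.107 in the differentiated state, for genes with a mean normalized count of at least 100. The fit shares 1 spread per gene over the 4 groups, so these errors hide that replicates lay wider apart in proliferative cells. P-values may thus be too small in proliferative and too large in differentiated cells. With only the 6 libraries compared, Cmah in proliferative cells had an adjusted p of 0.000531 from limma in place of 3.42e-05. Top2a in differentiated cells had 0.000154 in place of 0.146. Principal components were computed on log2 CPM with a prior count of 2 for the 500 genes of highest variance.

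Before the data were examined, 36 gene lists were written. They hold the sarcomere, myogenic regulators, excitation, calcium handling and synapse, cytoskeleton, extracellular matrix, cell adhesion, apoptosis, cell cycle, its S phase and its G2 and M phases, cell cycle regulators, DNA repair, p53 targets, the paper's sialic acid genes with all sialyltransferases, the genes of Table 1 and of Table 2, interferon response, imprinted genes, glycolysis and hypoxia, unfolded protein response, cholesterol synthesis, oxidative phosphorylation, NRF2 targets, Notch targets, TGF-β and YAP targets, WNT targets, Hox genes, senescence secretory genes, and markers of adipocytes, bone and cartilage, endothelium, epithelium, fibroblasts, immune cells, nerve cells and smooth muscle. Lists with at least 5 tested members were compared with all other genes by limma's camera at a preset correlation of 0.01, with p-values adjusted over the lists of a comparison, and the epithelial list had too few. Camera calls of Gne KO against WT and of the interaction were all lost when the correlation was estimated from the libraries, and those adjusted p values are given with the calls in each part of the text, but not for the runs with 1 library left out. The 2 Gne KO against WT comparisons share no library.

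Genes were named by a rule written before the data were examined. It takes the 10 genes per direction with the largest log2 fold change in each comparison of Gne KO with WT and in the interaction, and 5 per direction for the states, among called genes with a mean of at least 10 CPM in the higher group and no overlap of libraries between groups (for the interaction the CPM rule alone), without predicted genes. It adds every gene the paper names, the members of each list with the smallest adjusted p, its most abundant members that did not pass, and Gne. The values of the genes of Table 1 had been seen in the paper. The text gives a part of the genes that the rule takes. A few of these genes are not reported here.

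Alternatives planned before the data were examined were median-of-ratios, upper-quartile and library-size scaling, no filter on low counts and a filter by expression, only the libraries compared, the replicate number as a block, each library left out in turn, no effect filter, limma's test against a log2 fold change of 1, a stricter threshold, other principal component settings, and other list tests. Removal of a smooth trend in GC content, transcript length or both from each library, leaving out both libraries of wide spread (WT proliferative replicate 1 and Gne KO proliferative replicate 1, chosen by their share of genes over 2-fold from the other replicates, 1.59% and 1.71% against at most 0.562%), sample quality weights, and log CPM with a mean-variance trend were chosen after seeing the data. GC content and length were taken from the longest transcript of each gene in the GRCm38 annotation.

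The test was tried on simulated data with the mean level of each gene over all 12 libraries, their library sizes and a dispersion set to 0.02. The Gne KO proliferative libraries got 50 changed genes for each fold among 20036 genes. Changed genes were drawn from those with an expected count of at least 50, so their shares do not cover genes of lower counts. At 1.5-fold 40% passed the adjusted p and 0% were called, at 2-fold 98% passed and 20% were called, and at 4-fold and 8-fold 100% were called. Of 19836 unchanged genes 0.0403% passed and 0 were called. With a GC trend added to the simulated Gne KO proliferative libraries 19.2% of 19853 unchanged genes passed and 0.136% were called, and 0.0705% passed and 0% were called after its removal. The added trend was linear in GC content, without a trend in transcript length, and was not fitted to the data. These shares therefore do not measure how many calls the trend in the real libraries gives.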

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

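The tests on the share of lower genes after a correction, on chromosome X alone and on markers of other cell types in either state were chosen only after the result was seen, as was the use of a GC content and transcript length correction and of leaving out both libraries of wide spread (WT proliferative replicate 1 and Gne KO proliferative replicate 1, with 1.59% and 1.71% of genes over 2-fold from the other replicates, against at most 0.562%, although by SD Gne KO proliferative replicates 2 and 3 were as wide as the WT library).

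More genes were called lower (1404) than higher (485) in Gne KO proliferative cells. This excess is in large changes, with 377 called genes at least 8-fold lower and 36 at least 8-fold higher. By adjusted p alone there was no such excess, with 5753 genes higher and 5550 lower. That balance depends on the scaling, since library size alone moved the median of all genes from −0.02 to −0.21. The log2 fold change rose with GC content (Spearman 0.605 across genes, a signal the paper does not discuss), and the median of chromosome 19 lay above that of all genes at 0.60 against 0.15 (camera, adjusted p = 1.85e-05, or adjusted p = 0.343 with an estimated correlation), as it did in differentiated cells at 0.19 against 0.02 (adjusted p = 8.56e-05, or adjusted p = 0.340). The 2 libraries left out do not account for the excess, since 95.1% of the genes called lower were still called lower without them. A bias in GC content and transcript length may account for many of the calls in both directions, since 43.5% of the genes called lower and 207 of the 485 called higher were still called the same way after its removal, but not for the whole excess, since 68.6% of the called genes were then still lower (723 lower and 331 higher, 74.3% before). It may account for chromosome X (median −0.23, adjusted p = 9.98e-04), whose distance from the median of all genes went from −0.376 to a size of 0.0478, and chromosomes 13 (median −0.21, adjusted p = 9.98e-04) and 1 (median −0.09, adjusted p = 0.0228), which also passed as lower (adjusted p = 0.343 for all 3 with an estimated correlation), moved alike (from −0.362 to −0.0821 and from −0.246 to −0.063), but it leaves chromosome 19 at 0.346 (from 0.449). The trend is in all 3 Gne KO proliferative libraries (Spearman 0.348 to 0.608 with GC content, against −0.442 to −0.136 in the other 9), so whether it was in the cells or arose in their libraries stays open, as does an effect of genotype, which was not tested apart from the clone.

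Sarcomere genes were lower in Gne KO cells in both states. Of the called sarcomere genes of both states, 100% were still called after the GC content and transcript length correction, which argues against that bias as the cause. All libraries come from 1 myoblast line, so marker lists of other cell types cannot decide whether fewer Gne KO cells had differentiated into muscle. In differentiated Gne KO cells 2 such lists, without members that muscle lists also hold, were lower by camera. These were endothelial (9 genes, median −1.14) and smooth muscle markers (11 genes, median −0.75), with adjusted p = 0.0038 for each, or adjusted p = 0.149 and 0.256 with an estimated correlation. In proliferative cells 0 such lists were lower and adipocyte markers were higher (median 1.14, camera, adjusted p = 0.0394, or adjusted p = 0.594 with an estimated correlation). Fibroblast markers were enriched among genes called higher (4 of 14 in proliferative and 3 in differentiated cells, Fisher's exact test, one-sided, adjusted p = 0.00646 and 0.00188). Their medians were 0.39 and 0.09 (camera, adjusted p = 0.07 and 0.0767). A lower share of muscle cells and a larger share of 1 other type therefore stay open in both states. The paper reports mainly unfused single cells in Gne KO cultures kept in differentiation medium. Whether fewer differentiated cells account for the lower sarcomere RNA was not tested. Only 1 Gne KO clone was sequenced, so the deletion and another property of that clone cannot be told apart.

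Cell cycle genes were higher in proliferative and lower in differentiated Gne KO cells, a difference between the states by the test of the interaction (12 higher and 55 lower of 97, camera, adjusted p = 6.51e-07, or adjusted p = 0.501 with an estimated correlation). The GC content and transcript length correction left 6 higher and 65 lower (interaction, adjusted p = 7.69e-17, or adjusted p = 0.305 with an estimated correlation), which argues against that bias as the cause. So does the fit without both libraries of wide spread against these libraries (adjusted p = 0.000844, or adjusted p = 0.457 with an estimated correlation), although the list in proliferative cells then had an adjusted p of 0.0627. An effect of genotype that depends on the state, and a difference in how far each culture had grown at harvest, stay open and were not tested.

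The number of called genes was set against other splits of the libraries. For each comparison of 3 with 3 libraries, fitted on these 6 alone, the real split was 1 of 10, too few for a share under 0.05. It called 1765 genes in proliferative cells, 634 in differentiated cells, 555 between the states of WT cells and 2325 between those of Gne KO cells, and the highest other split called 0 in each. For the interaction, 100 of 200 possible splits within the states were drawn, and 6 called at least as many genes as the real split (1737), with 1952 in the highest of the others. The 5 others all keep the proliferative libraries grouped by genotype, as 8 of the splits drawn besides the real one did. They therefore hold the difference between the genotypes in that state, and the count neither excludes chance nor points to it. The highest split with those libraries mixed called 114, which points to the structure of the proliferative libraries.

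The effect of Gne KO differed between the states for 1737 called genes by the test of the interaction, 1128 higher and 609 lower. That balance depends on the scaling (516 and 520 with the trend in GC content and transcript length removed, 1576 and 386 with library size alone) and turns without the effect filter (4012 and 4533). Among the called genes were Zfp52 with 3.38 (SE 0.21, adjusted p = 1.03e-07 from limma), Fgf2 with 3.37 (SE 0.24, adjusted p = 2.39e-07), Fbln7 with −5.53 (SE 0.50, adjusted p = 1.3e-06) and Id3 with −5.05 (SE 0.38, adjusted p = 3.37e-07). Interferon response genes, which the paper does not discuss, were higher in Gne KO proliferative cells (camera, adjusted p = 1.4e-05, or adjusted p = 0.594 with an estimated correlation) and differed between the states (interaction, adjusted p = 0.000228, or adjusted p = 0.551). Oxidative phosphorylation genes differed between the states (interaction, 0 higher and 35 lower of 49, adjusted p = 1.03e-08, or adjusted p = 0.501 with an estimated correlation). In differentiated cells, imprinted genes were lower (adjusted p = 8.35e-07), unfolded protein response genes lower (adjusted p = 1.17e-07) and genes of glycolysis and hypoxia higher (adjusted p = 3.6e-07), none of which the paper discusses, or adjusted p = 0.176 for each with an estimated correlation.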

How the results depend on the processing

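The settings with a trend in GC content or transcript length removed, without both libraries of wide spread (WT proliferative replicate 1 and Gne KO proliferative replicate 1), with sample quality weights and with a mean-variance trend were chosen after seeing the data, and the others before. Over 617 alternative values of 24 results, 559 kept their direction and side of the threshold or stayed within the limit set for them, 21 no longer passed, 3 newly passed, 34 moved further and 0 reversed. Of 3396 values for 136 genes with their comparison, 3335 did so, 26 no longer passed, 30 newly passed and 5 reversed. Many of these genes were named for a small adjusted p or a large change in the same data, so a high share was likely in advance. Single genes were judged by direction and adjusted p alone. Genes that lost only the effect filter count as unchanged, such as Ccnb2, Rif1 and Cmah in proliferative cells with the trend in GC content and transcript length removed. The cause was not tested for any of the values below except where fewer libraries or a changed filter give it by construction. Removal of the trend in both GC content and transcript length left 1054 called genes in proliferative cells, 1036 in the interaction, 2 calls of sialic acid genes in place of 5 and 2 of shifted chromosomes in place of 5 (calls are counted in each state, and St8sia2 and chromosome 19 were called in both), and turned the log2 fold change in proliferative cells to 0.39 for Top2a, 0.12 for Xiap and 0.17 for Brcc3. Removal of the GC trend alone left 1126 and 1087 called genes, 2 calls of sialic acid genes and 2 of chromosomes, with 0.35 for Top2a and 0.18 for Brcc3, and removal of the length trend alone left 3 calls of sialic acid genes. Without the effect filter 11303 genes passed in proliferative, 4828 in differentiated cells and 3245 in both, 6496 and 11511 between the states of WT and Gne KO cells, and 8545 in the interaction. The test against a log2 fold change of 1 called 324 genes between the states of WT cells and 691 in the interaction. With an estimated correlation camera gave an adjusted p of 0.594 for the sarcomere and the cell cycle list in proliferative cells, 0.164 and 0.176 in differentiated cells, and 0.761 and 0.501 in the interaction, and gave 0 calls of other lists over both states (28 with the preset correlation) and 0 of chromosomes. The rotation test, which asks whether the genes of a list move on balance, gave 0.0464 for DNA repair in proliferative cells, 0.262 for the sarcomere in the interaction and 45 calls of other lists. Enrichment among genes with an adjusted p alone and with all tested genes as background, 2 choices changed at once, gave 34 list calls in place of 21, and a minimum of 10 CPM gave 8 calls of shifted chromosomes. The first 2 principal components held 90.7% of the variance, 70.8% over all tested genes, 87.7% over 1000 genes and 88.1% with a prior count of 0.5, and 90.2% to 92.1% with 1 library left out. Of the WT differentiation response, 50.2% was called the same way in Gne KO cells, 54.7% with library size alone and 45.8% with only the 6 libraries compared. The log2 fold change of Gne in differentiated cells was −0.39 (adjusted p = 0.0964) without a filter on low counts. Without both libraries of wide spread Gne in proliferative cells had 0.35 (adjusted p = 0.0071), the cell cycle list an adjusted p of 0.0627 there, and there were 8 calls of shifted chromosomes. With 1 library left out, called genes ranged from 1617 to 2504 in proliferative and 588 to 623 in differentiated cells, 324 to 371 in both, 536 to 581 and 2067 to 2990 between states in WT and Gne KO cells, and 1477 to 2369 in the interaction. The log2 fold change of Gne ranged from 0.0146 to 0.324 in proliferative cells, where it passed without Gne KO proliferative replicate 1, and from −0.43 to −0.38 in differentiated cells. The adjusted p of the cell cycle list in proliferative cells ranged from 0.0017 to 0.0981 (without Gne KO proliferative replicate 1), that of the sarcomere list in the interaction from 1.56e-09 to 0.0572, with 0.0531 and 0.0572 without Gne KO proliferative replicates 1 and 2, calls of shifted chromosomes from 5 to 9, of sialic acid genes from 4 to 6 and of other lists from 21 (without Gne KO proliferative replicate 1) to 29. The replicate numbers do not pair the libraries, since the deviations of same-numbered libraries correlated from −0.384 to 0.122, and with the replicate number as a block 1853, 612, 544, 2356 and 1714 genes were called in proliferative and differentiated cells, between the states of WT and of Gne KO cells, and in the interaction, with −0.40 (adjusted p = 0.0593) for Gne in differentiated cells. The planned runs with the authors' own tool and its variance-stabilizing transformation were not run, and the planned quasi-likelihood tests were replaced by their limma counterparts.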

Differences from the paper's values

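For Cd82 in proliferative cells the paper's log2 fold change in Table 1 is 0.557, and the value here was −0.50 (SE 0.17). All 19 alternatives set before the data were examined that give this value also differ from the paper's, with a range of −0.69 to −0.26, and the authors' deposited table gives −0.56. Of the 30 RNA values of Table 1, the other 29 had the same sign here and lay within 1 SE, with a largest difference of 0.156.

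The paper states that St8sia2 was the only gene of sialic acid metabolism that changed, with a log2 fold change of −2.5. It does not name the state, and St8sia2 was also the only gene of the list called in both states here. Here 4 of the 22 tested genes of the list were called in proliferative cells, Cmah (−2.33), Slc35a3 (−1.31), St3gal2 (1.20) and St8sia2 (−2.29), and 1, St8sia2, in differentiated cells. Without WT proliferative replicate 1 St8sia2 was no longer called in proliferative cells (−1.57), where the 3 other genes still were. By the paper's limits the authors' deposited table also calls Cmah (−2.31, adjusted p = 3.1e-09), Slc35a3 (−1.32, adjusted p = 4.29e-14) and St3gal2 (1.17, adjusted p = 2.04e-36) in proliferative cells. With the trend in GC content and transcript length removed, a setting chosen after seeing the values, St8sia2 was the only gene of the list called, in each state, and 43.3% of the 1889 genes called here in proliferative cells were still called.

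The paper states that the differentially expressed genes and proteins were enriched for cell cycle and DNA damage and repair mechanisms, and its results give the latter for the proteins of differentiated cells. It also reports both pathways for differentially phosphorylated and ubiquitinated proteins, and stronger p53BP1 and γ-H2AX staining in Gne KO cells. Its gene sets, proteins and stainings were not used here, so what follows concerns RNA alone and does not test that evidence. At the paper's limits the lists fixed here were not enriched among called genes of both directions together by Fisher's exact test, with 14 of 97 cell cycle genes called in proliferative cells (11.8 by chance, one-sided, adjusted p = 0.463) and 9 of 91 DNA repair genes (11.1 by chance, adjusted p = 0.869), and 1 and 0 in differentiated cells. This does not cover genes called higher or genes called lower taken apart. Among genes that passed the adjusted p alone, with all tested genes as background, an alternative set before the data were examined, the cell cycle list was enriched in proliferative (79 of 97, 53.7 by chance, adjusted p = 1.72e-06) and in differentiated cells (46, 22.9 by chance, adjusted p = 1.3e-06), and the DNA repair list in proliferative cells (72 of 91, 50.4 by chance, adjusted p = 1.59e-05). No other alternative run gave an enrichment of either list over both directions together. By camera the cell cycle list was higher in proliferative and lower in differentiated Gne KO cells (adjusted p = 0.00414 and 3.44e-08). It was not shifted with an estimated correlation (adjusted p = 0.594 and 0.176), nor in proliferative cells without Gne KO proliferative replicate 1 (adjusted p = 0.0981). In the paper fewer Gne KO cells were Ki67-positive, and at the later time measured more were in G0/G1. Those measurements of cells are opposite to the RNA direction in proliferative cells, and the paper does not give the time of RNA harvest.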

Other observations

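Interferon response genes were higher in Gne KO proliferative cells, where 25 of 38 tested members were higher and 3 lower (26 and 3 adjusted over the list alone), with a median log2 fold change of 1.00. Gbp2, an interferon-induced GTPase, had 1.94 (SE 0.15, adjusted p = 6.76e-08 from limma), the immunoproteasome subunit Psmb8 had 1.91 (SE 0.13, adjusted p = 2.9e-08), and Ddx58, the RNA sensor RIG-I, had 1.18 (SE 0.08, adjusted p = 2.38e-08). The ubiquitin-like protein Isg15 had 1.69 (SE 0.16, adjusted p = 3.92e-07), and 1.22 with the trend in GC content and transcript length removed, where it no longer met the effect filter. In differentiated cells 11 members were higher and 3 lower (13 and 4 adjusted over the list alone), with a median of 0.16 (camera, adjusted p = 0.0531, or with that trend removed adjusted p = 0.0422, and adjusted p = 0.616 with an estimated correlation as well), and Ddx58 had −0.06 (SE 0.08, adjusted p = 0.66). On differentiation of WT cells 30 members rose and 0 fell (31 and 0 adjusted over the list alone), with a median of 1.07 (camera, adjusted p = 5.01e-14, or adjusted p = 0.0757 with an estimated correlation), and in Gne KO cells 14 rose and 10 fell (the same counts adjusted over the list alone, camera, adjusted p = 0.241). Imprinted genes were lower in Gne KO cells in both states, with 3 higher and 12 lower of 19 in proliferative cells (median −1.56, camera, adjusted p = 0.00973, or adjusted p = 0.594 with an estimated correlation) and 0 higher and 10 lower in differentiated cells (median −1.49), the same counts as adjusted over the list alone. The growth-restricting RNA gene H19 had −4.87 (SE 0.31, adjusted p = 3.91e-08) in differentiated cells, the receptor Igf2r had −2.37 (SE 0.27) and −2.21 (SE 0.24) in the proliferative and differentiated state, and the zinc finger gene Peg3 had −2.28 (SE 0.12) in proliferative cells.

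Genes of metabolism and of the unfolded protein response moved in differentiated Gne KO cells. Of 31 genes of glycolysis and hypoxia, 19 were higher and 5 lower (the same counts adjusted over the list alone), with a median of 0.60. Pdk1, a kinase that inhibits pyruvate dehydrogenase, had 1.53 (SE 0.12, adjusted p = 2.85e-07), while the lactate dehydrogenase subunit Ldhb had −1.37 (SE 0.12, adjusted p = 9.94e-07). Oxidative phosphorylation genes were lower, with 0 higher and 20 lower of 49 (0 and 24 adjusted over the list alone), a median of −0.27 and an adjusted p of 1.55e-07 by camera (adjusted p = 0.227 with an estimated correlation). Cholesterol synthesis genes were lower too, with 0 higher and 13 lower of 25 (0 and 15 adjusted over the list alone), a median of −0.33 and an adjusted p of 2.03e-07 (adjusted p = 0.227 with an estimated correlation). Of 24 unfolded protein response genes, 1 was higher and 14 lower (1 and 17 adjusted over the list alone), with a median of −0.38. Chac1, which degrades glutathione, had −2.96 (SE 0.22, adjusted p = 1.56e-07), the pseudokinase Trib3 had −2.50 (SE 0.24, adjusted p = 1.93e-06) and asparagine synthetase Asns had −1.85 (SE 0.14, adjusted p = 1.75e-07). Notch targets were lower, with 0 higher and 7 lower of 12 (0 and 8 adjusted over the list alone, camera, adjusted p = 5.77e-04, or adjusted p = 0.343 with an estimated correlation), and so were targets of TGF-β and YAP, with 2 higher and 8 lower of 19 (3 and 10 adjusted over the list alone, adjusted p = 0.0141, or adjusted p = 0.359 with an estimated correlation). The G2 and M phase genes were lower, with 0 higher and 40 lower of 54 (0 and 44 adjusted over the list alone), a median of −0.46 and an adjusted p of 1.46e-17 (adjusted p = 0.149 with an estimated correlation), while of 43 S phase genes 1 was higher and 5 lower (1 and 3 adjusted over the list alone, adjusted p = 0.949).

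In proliferative cells the lists of glycolysis and hypoxia (17 higher and 4 lower of 31, camera, adjusted p = 0.00262), oxidative phosphorylation (25 and 4 of 49, adjusted p = 0.00262), NRF2 targets (14 and 4 of 24, adjusted p = 0.0241), G2 and M phase (31 and 15 of 54, adjusted p = 0.0189), S phase (24 and 9 of 43, adjusted p = 0.0241) and adipocyte markers (4 and 0 of 6, adjusted p = 0.0394) were higher in Gne KO cells, with an adjusted p of 0.726 for G2 and M phase and 0.594 for the others with an estimated correlation. With the trend in GC content and transcript length removed, neither oxidative phosphorylation (17 and 7, median 0.10, adjusted p = 0.175) nor NRF2 targets (11 and 7, adjusted p = 0.196) passed, and glycolysis and hypoxia genes had a median of 0.35 in place of 0.57 (adjusted p = 0.0295, or adjusted p = 0.476 with an estimated correlation). The shifts of the G2 and M phase (37 and 7, adjusted p = 8.89e-07, or adjusted p = 0.476 with an estimated correlation) and the S phase (26 and 3, adjusted p = 1.47e-06, or adjusted p = 0.298) were then clearer. No shift passed in proliferative cells for the unfolded protein response (10 higher and 10 lower, adjusted p = 0.986), cholesterol synthesis (13 and 8, adjusted p = 0.433), Notch targets (2 and 7, adjusted p = 0.0988), targets of TGF-β and YAP (8 and 8, adjusted p = 0.989), WNT targets (2 and 5 of 14, adjusted p = 0.559), Hox genes (9 and 2 of 21, adjusted p = 0.202), senescence secretory genes (7 and 8 of 24, adjusted p = 0.989) or the genes of Table 2, which the study chose from its protein data (4 and 3 of 9, adjusted p = 0.934). With the same trend removed, Notch targets passed as lower (3 and 7, median −1.13, adjusted p = 0.0223, or adjusted p = 0.582 with an estimated correlation). The median and the mean differed in sign for some of these lists, as for the targets of TGF-β and YAP (0.18 and −0.15) and of WNT (0.16 and −0.15), where camera pointed to lower values. Nor did one pass for fibroblast (8 and 2 of 16, adjusted p = 0.07), bone and cartilage (4 and 3 of 11, adjusted p = 0.986), endothelial (3 and 2 of 9, adjusted p = 0.934), immune (2 and 1 of 7, adjusted p = 0.799), neural (3 and 2 of 9, adjusted p = 0.931) or smooth muscle markers (5 and 4 of 12, adjusted p = 0.986). In differentiated cells none passed for NRF2 targets (3 and 5, adjusted p = 0.206), WNT targets (1 and 3, adjusted p = 0.551), Hox genes (2 and 2, adjusted p = 0.314), senescence secretory genes (5 and 10, adjusted p = 0.196), the genes of Table 2 (0 and 1, adjusted p = 0.698), or markers of adipocytes (1 and 2, adjusted p = 0.949), immune cells (0 and 3, adjusted p = 0.508) or nerve cells (1 and 1, adjusted p = 0.196). Adjusted over the list alone, these counts were the same in proliferative cells except for oxidative phosphorylation (28 and 5), WNT targets (4 and 5), Hox genes (8 and 2) and bone and cartilage markers (4 and 4), and in differentiated cells except for NRF2 targets (3 and 6) and immune markers (1 and 3).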
